# Generation and characterization of induced pluripotent stem cells of small apes

**DOI:** 10.3389/fcell.2025.1536947

**Published:** 2025-03-19

**Authors:** Yusuke Hamazaki, Hiroto Akuta, Hikaru Suzuki, Hideyuki Tanabe, Kenji Ichiyanagi, Takuya Imamura, Masanori Imamura

**Keywords:** small ape, gibbon, siamang, induced pluripotent stem cell, transcriptome

## Abstract

Small apes (family Hylobatidae), encompassing gibbons and siamangs, occupy a pivotal evolutionary position within the hominoid lineage, bridging the gap between great apes and catarrhine monkeys. Although they possess distinctive genomic and phenotypic features—such as rapid chromosomal rearrangements and adaptations for brachiation—functional genomic studies on small apes have been hindered by the limited availability of biological samples and developmental models. Here, we address this gap by successfully reprogramming primary skin fibroblasts from three small ape species: lar gibbons (*Hylobates lar*), Abbott’s gray gibbons (*Hylobates abbotti*), and siamangs (*Symphalangus syndactylus*). Using Sendai virus-based stealth RNA vectors, we generated 31 reprogrammed cell lines, five of which were developed into transgene-free induced pluripotent stem cells. These iPSCs displayed canonical features of primed pluripotency, both morphologically and molecularly, consistent with other primate iPSCs. Directed differentiation experiments confirmed the capacity of the small ape iPSCs to generate cells representing all three germ layers. In particular, their successful differentiation into limb bud mesoderm cells underscores their utility in investigating the molecular and developmental mechanisms unique to small ape forelimb evolution. Transcriptomic profiling of small ape iPSCs revealed significant upregulation of pluripotency-associated genes, alongside elevated expression of transposable elements. Remarkably, *LAVA* retrotransposons—a class of elements specific to small apes—exhibited particularly high expression levels in these cells. Comparative transcriptomic analyses with iPSCs from humans, great apes, and macaques identified evolutionary trends and clade-specific gene expression signatures. These signatures highlighted processes linked to genomic stability and cell death, providing insights into small ape-specific adaptations. This study positions small ape iPSCs as a transformative tool for advancing functional genomics and evolutionary developmental biology. By facilitating detailed investigations into hominoid genome evolution and phenotypic diversification, this system bridges critical gaps in comparative research, enabling deeper exploration of the genetic and cellular underpinnings of small ape-specific traits.

## 1 Introduction

The apes represent the closest extant relatives of humans. As members of the hominoid clade, alongside humans, their genomes contain evolutionary footprints that shed light on the development of human-specific traits. Apes are divided into two distinct groups: the great apes (family Hominidae, which includes bonobos, chimpanzees, gorillas, and orangutans, along with humans) and the small apes (family Hylobatidae, comprising gibbons and siamangs). The small apes represent the earliest lineage to diverge from the common ancestor of hominoids approximately 20–16 million years ago (Mya) (Matsudaira and Ishida, 2010; Thinh et al., 2010; Carbone et al., 2014; Shao et al., 2023). This phylogenetic distinction positions the small apes as a pivotal evolutionary link, bridging the gap between apes and catarrhine monkeys. Following their divergence from the most recent common ancestor, the small apes experienced simultaneous radiation around 5 Mya (Thinh et al., 2010; Carbone et al., 2014), resulting in the diversification of ∼20 species across four genera: *Nomascus*, *Hoolock*, *Hylobates*, and *Symphalangus* (Mootnick and Groves, 2005; Roos, 2016). These species are arboreal and predominantly distributed across the tropical rainforests of East and Southeast Asia (Cunningham and Mootnick, 2009).

Owing to their unique phylogenetic position and evolutionary history, small apes have evolved some characteristics shared with great apes, including morphological traits related to upright body posture and suspensory locomotion, while also evolving distinct physical and social characteristics. These include a smaller body size (5.3–11.9 kg), elongated forelimbs optimized for brachiation, diverse coat color, pair-living, and duet singing (Marshall and Marshall, 1976; Hollihn, 1984; Smith and Jungers, 1997; Mittermeier and Wilson, 2013; Reichard et al., 2016). Their diversification also encompasses the variable chromosome numbers among genera (Müller et al., 2003) accompanied by rapid and large-scale chromosome rearrangements (Carbone et al., 2006). These characteristics make small apes a valuable model for investigating phenotypic diversification and molecular evolution within hominoids. Comparative genomic analyses have been employed to explore the molecular underpinning of these unique traits. Notably, the gibbon genomes harbor the lineage-specific retrotransposons called *LAVA* (*LINE-Alu-VNTR-Alu-like*) (Carbone et al., 2012). The copy number of *LAVA* is estimated to range from 600 to 1,200 within gibbon genomes (Carbone et al., 2012), and these insertions are proposed to contribute to chromosomal rearrangements and genomic plasticity (Carbone et al., 2014; Okhovat et al., 2020). Additionally, genes subject to natural selection (e.g., *TBX5*) (Carbone et al., 2014) and regions that have undergone accelerated evolution (e.g., downstream regions of *DLX5* and *EMX2*) (Carbone et al., 2014; Bi et al., 2023) have been identified as genomic factors potentially underlying the distinct features of small apes. Despite these efforts, linking genomic variations to phenotypic traits remains challenging. Limited access to small ape tissue materials and developmental phenomena (Juan et al., 2023) has hindered functional studies in these species, leaving significant gaps in our understanding of how genomic features translate into unique phenotypic adaptations.

In recent years, induced pluripotent stem cells (iPSCs) have emerged as a groundbreaking experimental platform for functional genomics and evolutionary developmental biology (Juan et al., 2023; Pollen et al., 2023). iPSCs offer several technical advantages, including their derivation from readily accessible tissue cells, such as skin or blood, across a wide range of mammalian species. Moreover, iPSCs exhibit robust proliferation while retaining the capacity to differentiate into derivatives of all three germ layers. These unique properties allow the *in vitro* modeling and manipulation of developmental processes in diverse mammalian species. iPSCs have now been successfully generated for all hominid lineages (humans and great apes). Human iPSCs were established in 2007 (Takahashi et al., 2007), followed by those of chimpanzees and bonobos in 2013 (Marchetto et al., 2013), gorillas in 2014 (Wunderlich et al., 2014), and orangutans in 2015 (Ramaswamy et al., 2015). Great ape iPSCs have been extensively used in cross-species comparisons to investigate molecular and cellular characteristics relative to humans (Dannemann and Romero, 2022). However, despite being members of the hominoid clade, small apes have remained an unexplored lineage in the field of iPSC research (Anwised et al., 2023). Over a decade has passed since the establishment of the first great ape iPSCs, yet small ape iPSCs have not been successfully generated until this year (Bao et al., 2024). Consequently, small apes have represented a phylogenetic gap, or “missing link,” between monkeys and hominoids in the study of human evolutionary developmental biology using iPSCs.

Here, we reprogrammed small ape skin fibroblasts in three species of two genera of Hylobatidae: lar gibbons (*Hylobates lar*), Abbott’s gray gibbons (*Hylobates abbotti*), and siamangs (*Symphalangus syndactylus*). Using Sendai virus (SeV)-based stealth RNA vectors (SRV), we achieved efficient gene transduction, generating a total of 31 reprogrammed cell lines across these three species and subsequently establishing five iPSC lines from lar gibbons and siamangs. The small ape iPSCs were cultured under feeder-free conditions and formed colonies morphologically similar to those of other primate iPSCs. Molecular analysis revealed that these cells exhibited characteristics consistent with the primed pluripotent state. Directed differentiation cultures applied to small ape iPSCs successfully generated neurons, limb bud mesoderm cells, and definitive endoderm cells, demonstrating their differentiation potential. Furthermore, cross-species comparative analyses of gene expression between small ape and other primate iPSCs highlighted clade-specific and evolutionary trends within primates. These small ape iPSCs, along with their directed differentiation cultures, offer a valuable platform for elucidating the evolutionary and developmental biology of hominoids, providing critical insights into their unique biological and evolutionary adaptations.

## 2 Materials and methods

### 2.1 Primary culture of small ape skin fibroblasts

Skin specimens were obtained from two lar gibbons (*H. lar*) [GAIN-ID: 0023 (Jessica, a 24-year-old female) and GAIN-ID: 0247 (Kyutaro, a 21-year-old male)], one Abbott’s gray gibbon (*H. abbotti*) [GAIN-ID: 0159 (Anna, an estimated 46-year-old female)], and two siamangs (*S. syndactylus*) [GAIN-ID: 0105 (Matsu, an estimated 32-year-old female) and GAIN-ID: 0297 (Peach, an 11-year-old female)]. These samples were provided by the Japan Monkey Centre, Toyohashi Zoo and Botanical Park, and the Great Ape Information Network (GAIN) for primary cultures. Each skin specimen was minced into small pieces and transferred onto tissue culture dishes (353,002; Corning, Glendale, AZ, United States) with 15% fetal bovine serum (FBS)/Dulbecco’s modified Eagle’s medium (DMEM), which consists of DMEM with high glucose (044-29765; Wako, Osaka, Japan) supplemented with 15% FBS, 1× non-essential amino acids (139-15651; Wako), 1× GlutaMAX Supplement (35050061; Gibco, Waltham, MA, United States), 1 mM sodium pyruvate (190-14881; Wako), 0.11 mM 2-mercaptoethanol (21,985-023; Gibco), and 100 units/mL penicillin and 100 μg/mL streptomycin (168-23191; Wako). Fibroblast outgrowth from the skin pieces was observed after approximately 1 week of culture. The fibroblasts were subsequently passaged though single-cell dissociation with 0.25% trypsin/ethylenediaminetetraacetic acid (EDTA) and expanded in 15% FBS/DMEM medium on 0.1% gelatin-coated culture dishes at 37°C with 5% CO_2_.

### 2.2 Reprogramming of small ape fibroblasts with SRVs

Small ape skin fibroblasts (passage number 2–4) were seeded at 1.0 × 10^5^ cells/well on 0.1% gelatin-coated culture plates. The following day, the cells were transduced with six human reprogramming factors (OCT3/4, KLF4, SOX2, c-MYC, LIN28, and NANOG) using SRV iPSC-3 (S1011626A; Tokiwa Bio, Tsukuba, Japan) at a multiplicity of infection (MOI) of three for GAIN-ID: 0247, 0159, 0105, and 0297. For GAIN-ID: 0023, transduction was performed with four human reprogramming factors (OCT3/4, KLF4, SOX2, and c-MYC) using the SRV iPSC-1 (S1011624A; Tokiwa Bio) at an MOI of 3. The transduction procedure involved incubating the cells with the respective SRVs at room temperature for 2 h, followed by overnight incubation at 37°C with 5% CO_2_. Twenty-four hours after transduction, the cells were dissociated with 0.25% trypsin/EDTA and reseeded onto iMatrix-511-coated 24-well culture plates at 1.0 × 10^4^ cells/well. The medium was changed every other day under two different conditions. For condition A, cells were cultured in 15% FBS/DMEM medium from day 1 to day 7, followed by StemFit AK02N medium (AK02N; Ajinomoto, Tokyo, Japan) without supplements from day 7 to approximately day 21. Thereafter, the cells were maintained in StemFit AK02N medium. For condition B, StemFit AK02N medium without supplements was used from day 1 to day 7 or 14, followed by continued culture in StemFit AK02N medium. Emerging EGFP^+^ reprogrammed colonies were manually picked and cultured in StemFit AK02N medium on iMatrix-511-coated culture plates.

### 2.3 Removal of SRVs by siRNA transduction

To remove SRVs from expanded EGFP^+^ reprogrammed cells, small interfering RNA (siRNA) transfection was performed in accordance with the manufacturer’s instructions (S1011626A; Tokiwa Bio). Briefly, EGFP^+^ reprogrammed cells, after several serial passages, were dissociated with TrypLE Express (12604021; Gibco) and seeded at 0.75 × 10^4^ cells/well in StemFit AK02N medium supplemented with 10 μM Y-27632 (036-24023; Wako) on iMatrix-511-coated 24-well culture plates. The next day, the medium was replaced with fresh StemFit AK02N medium. The cells were transfected with siRNA (sense: CAAUAGUUCACGCUGAAAGUG; anti-sense: CUUUCAGCGUGAACUAUUGCU) using Lipofectamine RNAiMAX (13778100; Thermo Fisher Scientific, Waltham, MA, United States) on days 1 and 4 after plating. The siRNA-transfected cells were passaged upon reaching sub-confluency and maintained in StemFit AK02N medium on iMatrix-511-coated culture plates. For subcloning SRV-free iPSCs, the siRNA-transfected cells were seeded at 0.5 × 10^3^ cells/cm^2^, and EGFP^−^ colonies were manually picked up and expanded as iPSCs in StemFit AK02N medium on iMatrix-511-coated culture dishes.

### 2.4 Small ape iPSC maintenance

Small ape iPSCs were maintained in StemFit AK02N medium on iMatrix-511-coated culture dishes. The medium was refreshed with StemFit AK02N medium on days 1, 3, 4, and 5 following passage. On day 6, the iPSCs were dissociated with TrypLE Express and reseeded at 1.4 × 10^3^ cells/cm^2^ onto iMatrix-511-coated culture plates in StemFit AK02N medium supplemented with 10 μM Y-27632.

### 2.5 Chromosome analysis

Metaphase spreads of each small ape iPSC line were prepared following the standard procedure (Tanabe et al., 2000). Briefly, KaryoMAX Colcemid Solution (15210-040; Gibco) was added to iPSC cultures at a final concentration of 0.05 μg/mL for 1.5–3 h. The harvested cells were treated with a hypotonic solution of 0.075 mol/L KCI containing 0.1% (w/v) trisodium citrate for 22 min at 37°C, followed by fixation with Carnoy’s fixative. The cell suspensions were then dispensed onto glass slides using a HANABI metaphase spreader (ADSTEC), air-dried, and stored in a freezer until further analyses. Chromosome numbers and structural rearrangements were evaluated using the QFH-banding technique (Yoshida et al., 1975), which involves staining with Quinacrine mustard and Hoechst 33258. Over 20 QFH-banded metaphase images were captured and analyzed for each iPSC line using a Leica DM5000B fluorescence microscope equipped with a CCD camera and CW4000 image analysis system (Leica Microsystems). Chromosomes of the lar gibbon (*H. lar*) and siamang (*S. syndactylus*) were identified and assigned based on the *Atlas of Mammalian Chromosomes* (Graphodatsky et al., 2020) and related references (Jauch et al., 1992; Capozzi et al., 2012; Stanyon, 2013).

### 2.6 RT-PCR

Total RNA was extracted with RNeasy Plus Mini Kit (74,104; Qiagen, Hilden, Germany) and reverse-transcribed into cDNA with the PrimeScript FAST RT Reagent Kit with gDNA Eraser (RR092A; TaKaRa, Kusatsu, Japan). RT-PCR analyses were performed semi-quantitatively with ExTaq Hot Start Version (RR006A; TaKaRa). Quantitative RT-PCR analyses were performed with THUNDERBIRD Next SYBR qPCR Mix (QPS-201; Toyobo, Osaka, Japan) on a StepOne Real-Time PCR System (Applied Biosystems, Foster City, CA, United States). Primer sequences are provided in Supplementary Table S1.

### 2.7 RNA sequencing analyses

Total RNA was extracted using ISOGEN (317-02503; Nippon Gene, Tokyo, Japan) and Direct-Zol RNA Miniprep (R2050; Zymo Research, Irvine, CA, United States). cDNA library preparation and sequencing were performed by Azenta Japan (Tokyo, Japan). Briefly, cDNA libraries were constructed using NEBNext Ultra Directional RNA Library Prep Kit for Illumina (E7420; New England Biolabs, Ipswich, MA, United States) and sequenced on an Illumina NovaSeq with a 2 × 150 bp paired-end configuration. Each sample yielded approximately 20 million sequencing reads.

For gene expression profiling of small ape iPSCs, Trim Galore was used for adapter and quality trimming with the -fastqc option (https://zenodo.org/records/7598955). Sequencing reads from small ape cells were mapped to nomLeu3 using STAR (Dobin et al., 2013), and uniquely mapped reads were retained for further analyses. BAM files were converted to BED format, and PCR duplicates were removed. The intersectBed tool in Bedtools was used to sum reads of overlapping exons of genes homologous to those of hg38 (Quinlan and Hall, 2010). Only the first read of paired-end reads was included in the count. Transcripts per million (TPM) values were calculated for normalization using Pandas (McKinney, 2010). Principal component analysis (PCA) and hierarchical clustering were conducted using Python 3.10.13.

For transposable element (TE) expression profiling, the consensus sequence of *LAVA* was obtained from a previous study (Carbone et al., 2012), and input into repeatmasker with the default parameters. Full-length (1,300 bp) and nearly full-length copies were selected on the basis of the following criteria: repStart <100 and repEnd >1,200. These copies were added to the RepeatMasker track of nomLeu3, while repeat annotations overlapping with *LAVA* were discarded. TE expression analysis was performed in accordance with our previous study (Hirata et al., 2022). Briefly, sequencing reads were mapped to nomLeu3 using Hisat2 with the--no-spliced-alignment option. For genomic regions with multiple hits, one candidate region was randomly selected. Only reads aligned in the sense orientation with the RepeatMasker track were used and normalized as reads per million reads mapped to the genome (RPM) to evaluate the expression levels.

For cross-species analyses, previously published fastq files of primate iPSC transcriptomes (PRJNA206563, PRJEB65856, PRJNA329031, PRJNA218873, PRJNA649770, PRJNA830828, PRJNA987625) were used (Marchetto et al., 2013; Wunderlich et al., 2014; Thoma et al., 2016; Hirata et al., 2022; Roodgar et al., 2022; Li et al., 2024; Ruiz-Orera et al., 2024). Preprocessed reads were mapped to the reference genomes of each species (hg38, panTro6, panPan3, gorGor6, ponAbe3, nomLeu3, rheMac10, macFas5) using STAR. Annotations from hg38 were transferred to other reference genomes using LiftOver (Hinrichs et al., 2006) to generate reference annotations based on hg38 (Hinrichs et al., 2006). Transcripts transferred across all seven non-human primate reference genomes (131,175 transcripts) and protein-coding genes commonly annotated across all eight reference genomes (13,543 genes) were used. For samples derived from the same individuals, reads mapped to the same genes were combined. Genes differentially expressed between each BioProject were identified using EdgeR [false detection rate (FDR) < 0.05] and excluded from further analysis to reduce batch effects (Robinson et al., 2010). This filtering resulted in a dataset containing 5,310 genes for cross-species analyses. Hierarchical clustering was performed using TPM value and the hclust function in the stats R package. FDR was calculated using EdgeR, and genes with FDR <0.05 and |log_2_FC| > 1 were classified as being differentially expressed. Gene ontology analysis was performed using DAVID (Huang et al., 2009; Sherman et al., 2022).

### 2.8 Alkaline phosphatase staining and immunofluorescence analyses

Alkaline phosphatase staining was performed using Leukocyte Alkaline Phosphatase kit (86R-1KT; Sigma-Aldrich, St. Louis, MO, United States), in accordance with the manufacturer’s instructions. For immunofluorescence staining, cells (passage number over 9) were fixed with 4% paraformaldehyde (PFA), permeabilized with 0.5% Triton X-100, and blocked with 20% ImmunoBlock (CTKN001; KAC, Kyoto, Japan). The cells were then incubated overnight with primary antibodies: OCT3/4 (611,202; BD Biosciences; 1:150), SOX2 (MAB 2018; R&D Systems, Minneapolis, MN, United States; 1:150), NANOG (ab109250; Abcam, Cambridge, United Kingdom; 1:150), SSEA4 (MAB4304; Millipore, Burlington, MA, United States; 1:150), R-10G (011-25811; Wako; 1:150), tubulin β3 (801201; BioLegend, San Diego, CA, United States; 1:150), HAND1 (AF3168-SP; R&D Systems; 10 μg/mL), PRRX1 (ZRB2165; Sigma-Aldrich; 1:200), and goat anti-SOX17 (AF 1924; R&D Systems; 1:150). After washing with PBS, the cells were incubated with secondary antibodies: Alexa Fluor 488 goat anti-mouse IgG (A32723; Thermo Fisher Scientific; 1:500), Alexa Fluor 488 donkey anti-goat IgG (A11055; Thermo Fisher Scientific; 1:500), and Alexa Fluor 555 donkey anti-rabbit IgG (A31572; Thermo Fisher Scientific; 1:500). Nuclei were counterstained with 1 μg/mL 4′,6-diamidino-2-phenylindole (DAPI) (D523; Dojindo, Kumamoto, Japan). Each experiment included negative controls without the primary antibodies. Images were acquired using a BZ-X700 (Keyence, Osaka, Japan).

### 2.9 Direct neurosphere formation and neuronal differentiation

Direct neurosphere formation culture was performed following modified versions of previously reported procedures (Nakai et al., 2018; Kitajima et al., 2020; Nakai et al., 2022). Small ape iPSCs were dissociated with TrypLE Express and plated at 9.0 × 10^3^ cells/well into 96-well low-attachment culture plates (174,929; Thermo Fisher Scientific) in KBM Neural Stem Cell medium (16050200; Kohjin Bio, Sakado, Japan) supplemented with 10 μM Y-27632. The next day, the medium was further supplemented with 2 μM dorsomorphin (11967; Cayman Chemical Company, Ann Arbor, MI, United States), 10 μM SB431542 (13,031; Cayman Chemical Company), 1 ng/mL Stembeads FGF2 (SB500; StemCultures, Rensselaer, NY, United States), and 1× B-27 supplement (17504044; Gibco). On day 4, half of the medium was replaced with fresh medium. For neuronal differentiation, day 7 neurospheres were attached onto Geltrex (A1569601; Gibco)-coated culture plates and cultured for 2 weeks in KBM Neural Stem Cell medium without fibroblast growth factor (FGF)2 and epidermal growth factor (EGF), but supplemented with 1× B-27 supplement.

### 2.10 Limb bud mesoderm differentiation

Limb bud mesoderm differentiation was performed with reference to previous reports (Loh et al., 2016; Yamada et al., 2021; Smith et al., 2023). Small ape iPSCs were dissociated with TrypLE Express and seeded at 1.5 × 10^3^ cells/cm^2^ onto iMatrix-511-coated culture plates in StemFit AK02N medium supplemented with 10 μM Y-27632. The medium was replaced with fresh StemFit AK02N medium the next day. After another 2 days, the iPSCs were washed with DMEM and cultured in chemically defined CDM2 basal medium supplemented with 30 ng/mL Activin A (014-27621; Wako), 6 μM CHIR99021 (13,122; Cayman Chemical Company), 40 ng/mL human BMP4 (120-05ET; Peprotech, Cranbury, NJ, United States), 20 ng/mL human FGF2 (13,256-029; Gibco), and 100 nM PIK90 (S1187; Selleck, Houston, TX, United States) for 24 h to induce mid primitive streak differentiation (days 0–1). The next day, the mid primitive streak cells were washed with DMEM and cultured in CDM2 basal medium with 1 μM A83-01 (S7692; Selleck), 1 μM Wnt-C59 (S7037; Selleck), and 30 ng/mL human BMP4 for 24 h to induce lateral plate mesoderm differentiation (days 1–2). Then, the lateral plate mesoderm cells were washed with DMEM and cultured in CDM2 basal medium with 3 μM CHIR99021, 30 ng/mL human BMP2 (120-02; Peprotech), 10 ng/mL human FGF2, and 1× B-27 supplement for 48 h to induce limb bud mesoderm differentiation (days 2–4). The limb bud mesoderm differentiation medium was replaced daily with fresh medium. The CDM2 basal medium was composed of a 1:1 mixture of Iscove’s Modified Dulbecco’s Medium (IMDM, 31980030; Gibco) and Hams’ F-12 (31765035; Gibco) supplemented with 1 mg/mL polyvinyl alcohol (P8136; Sigma-Aldrich), 1% CD lipid concentrate (11905031; Gibco), 450 nM monothioglycerol (195-15791; Wako), 7 μg/mL human insulin (093-06351; Wako), 15 μg/mL transferrin (201-18081; Wako), and 100 units/mL penicillin and 100 μg/mL streptomycin.

### 2.11 Definitive endoderm differentiation

Definitive endoderm differentiation was performed with reference to previous reports (Loh et al., 2014; Ang et al., 2018). Small ape iPSCs were dissociated with TrypLE Express and seeded at 1.5 × 10^4^ cells/cm^2^ onto iMatrix-511/111 (1:3 mixture of iMatrix-511 and iMatrix-111)-coated culture plates in StemFit AK02N medium supplemented with 10 μM Y-27632. The medium was replaced with a fresh StemFit AK02N medium the next day. One day later, the iPSCs were washed with DMEM and cultured in endoderm induction medium supplemented with 100 ng/mL Activin A, 3 μM CHIR99021, 10 ng/mL human FGF2, and 100 nM PIK90 for 24 h to induce anterior primitive streak differentiation (days 0–1). On day 1, anterior primitive streak cells were washed with DMEM and cultured in endoderm induction medium supplemented with 100 ng/mL Activin A, 500 nM LDN193189 (S2618; Selleck), and 100 nM PIK90 for 24 h to induce definitive endoderm differentiation (days 1–2). The endoderm induction medium was composed of DMEM/F-12 (048-29785; Wako) supplemented with 0.5× B-27 supplement minus vitamin A (12587010; Gibco), 0.5× N-2 supplement (141-08941; Wako), 1×GlutaMAX supplement, and 100 units/mL penicillin and 100 μg/mL streptomycin.

## 3 Results

### 3.1 Generation of small ape iPSCs by SRV-based transduction of human reprogramming factors

Small apes (family Hylobatidae) occupy distinct phylogenetic branches positioned between hominoids (humans and great apes) and catarrhine monkeys. Their rapid diversification has led to their classification into four genera: *Nomascus*, *Hoolock*, *Hylobates*, and *Symphalangus* (Mootnick and Groves, 2005; Carbone et al., 2014; Roos, 2016; Shao et al., 2023) (Figure 1A). For the induction of iPSCs, primary fibroblast cells were cultured from skin specimens collected from five individuals representing three species within two genera: two lar gibbons (*H. lar*, 0023F and 0247M) and one Abbott’s gray gibbon (*H. abbotti*, 0159F) in the genus *Hylobates*, and two siamangs (*S. syndactylus*, 0105F and 0297F) in the genus *Symphalangus* (Figure 1B; Supplementary Figure S1).

**FIGURE 1:**
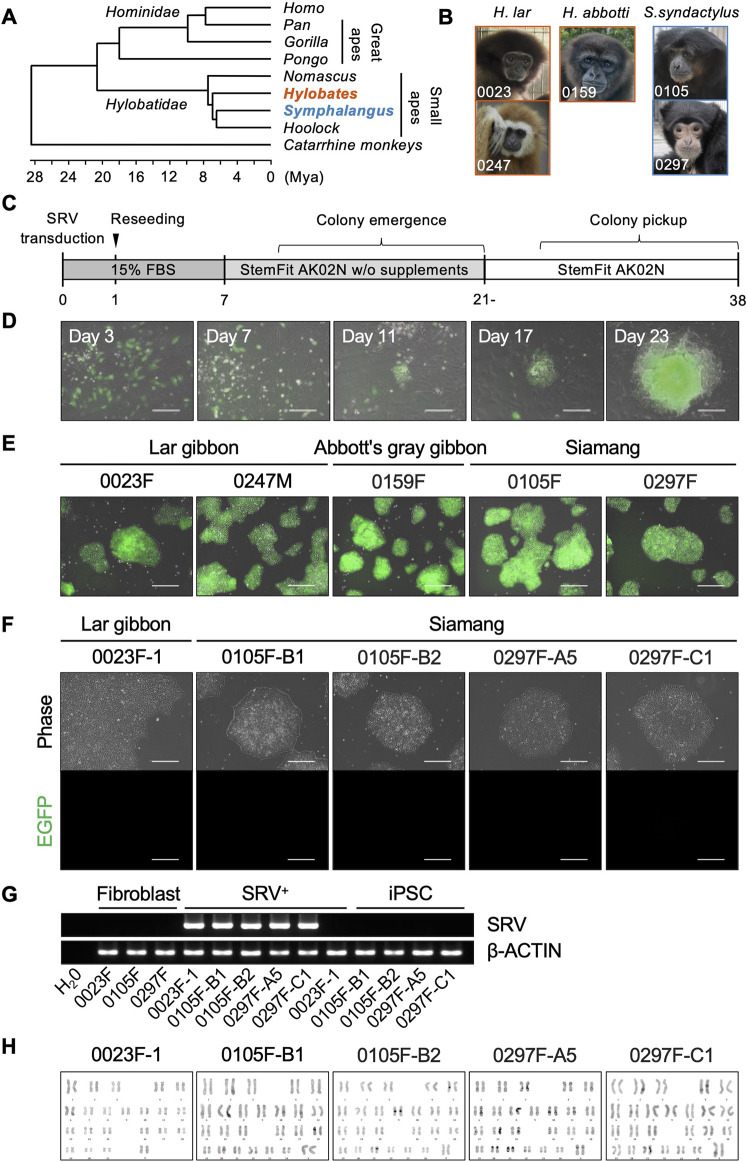
Generation of small ape iPSCs. **(A)** Phylogenetic relationships within the hominoid clade, referring to a previous report (Shao et al., 2023). **(B)** Photographs of donor individuals whose fibroblasts were used for reprogramming. Primary fibroblasts were cultured from skin specimens collected from two lar gibbons [*Hylobates lar* (*H. lar*), individual ID: 0023 and 0247], one Abbott’s gray gibbon [*Hylobates abbotti* (*H. abbotti*), individual ID: 0159], and two siamangs [*Symphalangus syndactylus* (*S. syndactylus*), individual ID: 0105 and 0297]. **(C)** Schematic overview of the process of reprogramming small ape fibroblasts. **(D)** Merged phase-contrast and EGFP fluorescence images of SRV-transduced cells and emerging colonies during reprogramming. Scale bar: 300 μm. **(E)** Merged phase-contrast and EGFP fluorescence images of representative SRV^+^ reprogrammed cell lines after colony picking and expansion. Scale bar: 300 μm. **(F)** Phase-contrast and EGFP fluorescence images of small iPSC lines established after SRV removal. Scale bar: 300 μm. **(G)** RT-PCR analysis of SRVs in parental fibroblasts (Fibroblast), SRV^+^ reprogrammed cells (SRV^+^), and iPSCs. *β-ACTIN* was used as an internal control. **(H)** QFH-banding analysis of chromosomes obtained from metaphase spreads of small ape iPSCs. Chromosomal analyses were conducted on more than 10 metaphase spreads for each iPSC line. The normal karyotype is 2n = 44 for lar gibbons and 2n = 50 for siamangs.

The SRV, derived from SeV, was employed to deliver reprogramming factors into the small ape fibroblasts. SeV targets sialic acids on cellular membranes, facilitating efficient integration across diverse mammalian species (Bitzer et al., 2003). SRV offers the additional advantages of high and stable transgene expression because it replicates within the cytoplasm of transduced cells unless actively eliminated by small interfering RNA (siRNA). Using SeV vectors and SRVs, we have established iPSCs in non-human primates such as chimpanzees and Japanese macaques (Nakai et al., 2018; Imamura et al., 2024). For this study, SRVs encoding either four (*OCT4*, *KLF4*, *SOX2*, and *c-MYC*) or six (*OCT4*, *KLF4*, *SOX2*, *c-MYC*, *NANOG*, and *LIN28*) human reprogramming factors, along with an *enhanced green fluorescent protein* (EGFP) reporter gene (Nakanishi and Iijima, 2024), were used to reprogram small ape fibroblasts (Figure 1C). Three days after SRV transduction, the successful delivery of transgenes was confirmed *via* EGFP fluorescence, which indicated efficient gene transduction into small ape fibroblasts. Although most EGFP^+^ cells underwent cell death over the course of subsequent culture, a small number of tightly packed cell colonies, exhibiting EGFP fluorescence, emerged between days 10 and 21 (Figure 1D). These EGFP^+^ colonies continued to proliferate and were manually picked up around day 30. Eventually, 1–14 proliferating EGFP^+^ cell lines (designated as SRV^+^ reprogrammed cells) were independently established from each of the five small ape individuals (Table 1).

**TABLE 1:** Information on donors and the cell lines established in this study.

Species	GAIN-ID	Sex	Age	SRV^+^ (Condition A, Condition B)	iPSC (Condition A, Condition B)
Lar gibbon (*Hylobates lar*)	0023	Female	24	(1, NT)	(1, NT)
Lar gibbon *(Hylobates lar*)	0247	Male	21	(8, NT)	(0, NT)
Abbott’s gray gibbon (*Hylobates abbotti*)	0159	Female	Estimated 46	(0, 4)	(NT, ND)
Siamang (*Symphalangus syndactylus*)	0105	Female	Estimated 32	(4, NT)	(2, NT)
Siamang (*Symphalangus syndactylus*)	0297	Female	11	(2, 12)	(1, 1)

NT (not tested), no experiments were conducted; ND (not determined), no iPSCs, were established using one SRV^+^ reprogrammed cell line, while the remaining three cell lines have not yet been tested.

The SRV^+^ reprogrammed cells derived from small ape fibroblasts could be expanded in StemFit AK02N medium under feeder-free conditions with the laminin 511 E8 fragment (iMatrix-511) coating (Nakagawa et al., 2014) (Figure 1E). After several passages, selected SRV^+^ reprogrammed cell lines underwent siRNA transfection to eliminate the transduced SRVs, resulting in the emergence of EGFP^−^ colonies (data not shown). Subsequent cloning of these EGFP^−^ colonies led to the establishment of five small ape iPSC lines: one line (0023F-1) from a lar gibbon and four lines (0105F-B1, 0105F-B2, 0297F-A5, and 0297F-C1) from two siamangs. These small ape iPSCs were maintained in StemFit AK02N medium on iMatrix-511, under conditions identical to those used for human and other non-human primate iPSCs (Nakagawa et al., 2014; Kitajima et al., 2020; Imamura et al., 2024), and exhibited no detectable EGFP fluorescence (Figure 1F). The absence of SRVs was further validated by RT-PCR (Figure 1G). Chromosome QFH-banding confirmed normal karyotypes for the iPSC lines, with lar gibbons exhibiting 2n = 44 and siamangs 2n = 50 (Figure 1H).

### 3.2 Pluripotency gene expression characteristics of the small ape iPSCs

To evaluate the pluripotency characteristics of the established small ape iPSCs, we analyzed the expression of key pluripotency-associated genes in iPSCs derived from a lar gibbon and siamangs. All of the small ape iPSC lines demonstrated alkaline phosphatase activity and were immunopositive for core pluripotency-associated transcription factors (OCT3/4, NANOG, and SOX2), as well as cell surface antigens (SSEA4 and R-10G) (Figure 2A; Supplementary Figure S2). 

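RNA from 14 cell cultures was sequenced as strand-specific paired reads on a NovaSeq instrument. The fibroblasts came from 4 individuals, with 2 lar gibbons (0023 and 0247) and 2 siamangs (0105 and 0297). SRV+ reprogrammed cells, which still carry the Sendai virus-based stealth RNA vectors, were represented by 5 lines from the same 4 individuals, of which 2 were lar gibbon lines and 3 were siamang lines. The iPSCs, from which the vectors had been removed, were represented by 5 lines from 3 individuals, with 1 lar gibbon line and 4 siamang lines. The lines of individual 0023 had received 4 reprogramming factors and all the others 6. The authors trimmed the reads with Trim Galore, aligned them to the gibbon genome nomLeu3 with STAR, kept uniquely mapped reads and removed PCR duplicates. They counted the first read of each pair over the exons of genes homologous to those of the human genome hg38 and converted the counts to TPM, which are transcripts per 1000000. The paper's methods give about 20000000 reads for each sample. Each library's TPM add up to 1000000 and do not keep how many of its reads were counted, so the depth behind a single value is unknown and no upper limit is given for a TPM of 0. The table lists 15711 genes by symbol without coordinates. Among these, 13 have a date in place of a symbol and are not named here, and 188 were at 0 in all 14 libraries. Genes with at least 1 TPM numbered between 11314 and 11719 in the fibroblasts, between 12147 and 12453 in the SRV+ cells and between 12112 and 12297 in the iPSCs. The 10 most abundant genes took between 2.19% and 3.61% of a library's TPM. No 2 libraries held identical values. The unit of replication is the cell line, and lines of one individual are not independent individuals. Expression was compared as log2(TPM + 1) with limma over 13055 genes that reached 1 TPM in at least 4 libraries, with cell group and species as terms.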

To further characterize their transcriptional profiles, we conducted RNA-seq analyses on parental fibroblasts, SRV^+^ reprogrammed cells, and iPSCs. 

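Log2(TPM + 1) values of the 15523 genes above 0 in any library were centred per gene for the PCA. PC1 held 71.5% of the variance. The 4 fibroblast libraries had PC1 scores between -155.8 and -149.9, the 5 SRV+ libraries between 53.7 and 64.0, and the 5 iPSC libraries between 59.2 and 66.7. The fibroblasts differed from the 10 reprogrammed libraries with p = 0.000999 (exact permutation test, two-sided), which is the smallest p that 4 libraries against 10 allow. This test permuted libraries as if they were independent. The reprogrammed lines come from the same animals as the fibroblasts, and some lines were sequenced both as SRV+ cells and as iPSCs. Scaling every gene to unit variance changed the PC1 share the most, to 48.7%. With limma, 3554 genes were higher and 2401 lower in SRV+ cells than in fibroblasts at an adjusted p under 0.05 and an absolute log2 fold change over 1. In iPSCs, 3453 genes were higher and 2386 lower than in fibroblasts. The median log2 fold change of all tested genes was 0.29 for SRV+ cells and 0.305 for iPSCs against fibroblasts, and quantile normalization lowered these medians to 0.12 and 0.14.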

Principal component analysis (PCA) revealed a clear separation between cells before reprogramming (fibroblasts) and after reprogramming (SRV^+^ reprogrammed cells and iPSCs) along the first principal component (PC1) (Figure 2B). The top 100 genes contributing to PC1 included core pluripotency genes (e.g., *LIN28A*, *SOX2*, *POU5F1*, *PODXL*, *ZIC2*, *OTX2*, *NANOG*, *MYCN*, and *SALL4*) as well as fibroblast-related genes (e.g., *ASPN*, *COL3A1*, *COL6A3*, *POSTN*, *CDH13*, *DCN*, *LOX*, S100A4, and *COL8A1*) (Supplementary Table S2). These results confirmed the successful reprogramming of small ape fibroblasts through SRV-based gene transduction. 

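Ranked by the size of their PC1 loading, the top 100 genes comprised 43 genes higher after reprogramming and 57 lower. All 100 were also in the paper's Supplementary Table S2. The direction of a principal component is arbitrary, and the loadings had the opposite sign to the paper's. When the genes were scaled to unit variance, 30 of the 100 genes were shared. LIN28A had the largest loading, listed at 0 in all 4 fibroblast libraries and at 1074 ± 85.5 TPM (SD, n = 5) in SRV+ cells and 1162 ± 93.6 TPM (SD, n = 5) in iPSCs. SOX2 rose from 0.158 ± 0.245 TPM (SD, n = 4) in fibroblasts to 548 ± 86.9 TPM (SD, n = 5) in SRV+ cells and 779 ± 65.6 TPM (SD, n = 5) in iPSCs. ASPN had the second largest loading and fell from 847 ± 239 TPM (SD, n = 4) in fibroblasts to 0.0498 ± 0.0689 TPM (SD, n = 5) in SRV+ cells, a log2 fold change of -9.63 (standard error 0.20, adjusted p = 1.29e-13 from limma). In iPSCs, the level of ASPN was 0.0517 ± 0.0708 TPM (SD, n = 5). CEMIP, which was selected by the size of its change, fell by 9.33 on the log2 scale in SRV+ cells and by 9.51 in iPSCs.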

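The paper concludes from the pluripotency and fibroblast-related genes among those contributing to PC1 that the fibroblasts were reprogrammed. LIN28A and NANOG are carried by the 6-factor vectors but not by the 4-factor vectors of individual 0023. In the SRV+ line 0023F-1, LIN28A was at 984 TPM and NANOG at 473 TPM, against 1025 to 1187 TPM and 153 to 682 TPM in the 4 SRV+ lines with 6 factors. POU5F1 and SOX2 are carried by all the vectors, so TPM per gene do not separate vector reads from the cells' own transcripts for these 2 genes in SRV+ cells. Their levels in iPSCs were measured after the vectors had been removed. MYCN, which the vectors do not carry, rose from 0.932 ± 1.04 TPM (SD, n = 4) in fibroblasts to 227 ± 43.9 TPM (SD, n = 5) in SRV+ cells and 165 ± 10.6 TPM (SD, n = 5) in iPSCs.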

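PC2 held 9.36% of the variance. On PC2 the mean score of the 5 lar gibbon libraries exceeded that of the 9 siamang libraries by 63.6, with p = 0.00333 (exact permutation test, two-sided, species labels permuted within cell groups), the smallest p of the 300 arrangements. The lar gibbon scores lay between 18.2 and 67.5. Of the siamang libraries, 8 had negative scores, and the SRV+ line 0297F-C-3 had a score of 17.3, which was below that of every lar gibbon library. With limma, 481 genes were higher and 321 lower in siamangs than in lar gibbons. Among the genes past these thresholds, CHAD had the largest positive log2 fold change, at 23.5 ± 2.81 TPM (SD, n = 9) in siamangs and 0.371 ± 0.382 TPM (SD, n = 5) in lar gibbons. LGR6 had the largest negative log2 fold change, -4.38 (standard error 0.41, adjusted p = 2.57e-05 from limma). Each species was represented by 2 individuals, and lar gibbon 0247 was the only male. Reads of both species, for genes and for TEs, were aligned to the same genome, nomLeu3. Whether alignment differed between the species was not examined, so such a difference and one in expression cannot be told apart. The PC2 test permuted libraries as if they were independent, although several come from one animal. Over individuals there are only 3 pairings, which cannot give a p under 0.05.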

The separation along the second principal component (PC2) appeared to reflect interspecies differences between lar gibbons and siamangs (Figure 2B). This distinction was further supported by unsupervised hierarchical clustering, which revealed a similar grouping pattern (Figure 2C).

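In average-linkage clustering on 1 minus Pearson's r of log2(TPM + 1), the first split placed the 4 fibroblast libraries apart from the 10 reprogrammed libraries. Among the reprogrammed libraries, the next division placed the 3 lar gibbon lines in one cluster and the 7 siamang lines in the other, an adjusted Rand index of 1 against species. With Ward linkage on gene z-scores, the index was 0.602, because the siamang SRV+ line 0297F-C-3 joined the 3 lar gibbon lines. SRV+ cells and iPSCs did not form separate clusters in either case.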

**FIGURE 2:**
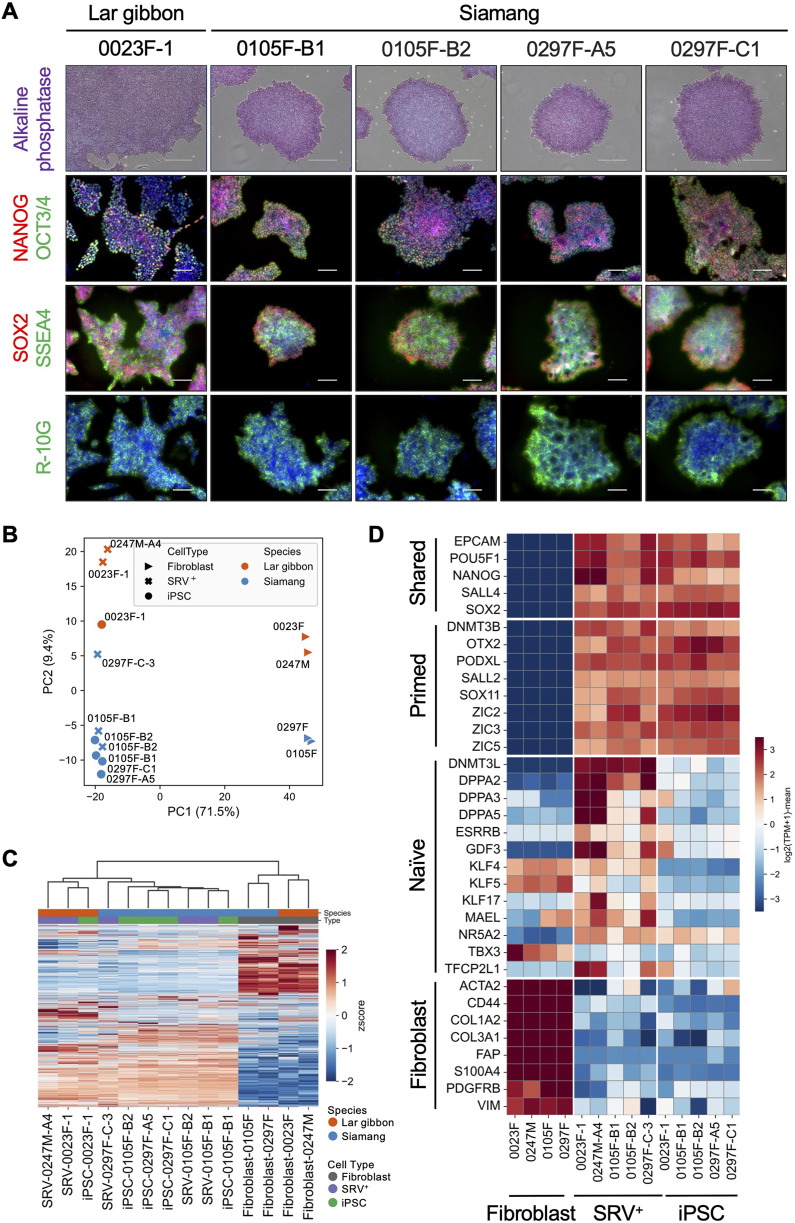
Expression of pluripotency genes in small ape iPSCs. **(A)** Alkaline phosphatase (AP) staining and immunofluorescence images of pluripotency markers (OCT3/4, NANOG, SOX2, SSEA4, R-10G) in lar gibbon (0023F-1) and siamang (0105F-B1, 0105F-B2, 0297F-A5, 0297F-C1) iPSCs. Nuclei were counterstained with DAPI. Scale bar: 300 μm (AP staining) or 100 μm (immunofluorescence). **(B–D)** RNA-seq analyses of small ape fibroblasts, SRV^+^ reprogrammed cells, and iPSCs. **(B)** PCA of the transcriptomes. **(C)** Heatmap and hierarchical clustering of transcriptomes. **(D)** Heatmap of the expression of shared, primed, and naïve pluripotency genes, as well as fibroblast-related genes.

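Expression was summarised as a score per library, the mean log2(TPM + 1) over the genes of a panel. The 4 panels are the gene lists of Figure 2D, which hold 34 genes in total. They comprise 5 shared, 8 primed and 13 naïve pluripotency genes and 8 fibroblast-related genes. Scores were compared between 2 groups with exact permutation tests, two-sided, and the p-values were adjusted over 12 comparisons by the Benjamini-Hochberg method. The smallest p that 5 libraries against 4 allow is 0.00794.

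**Figure D1:**
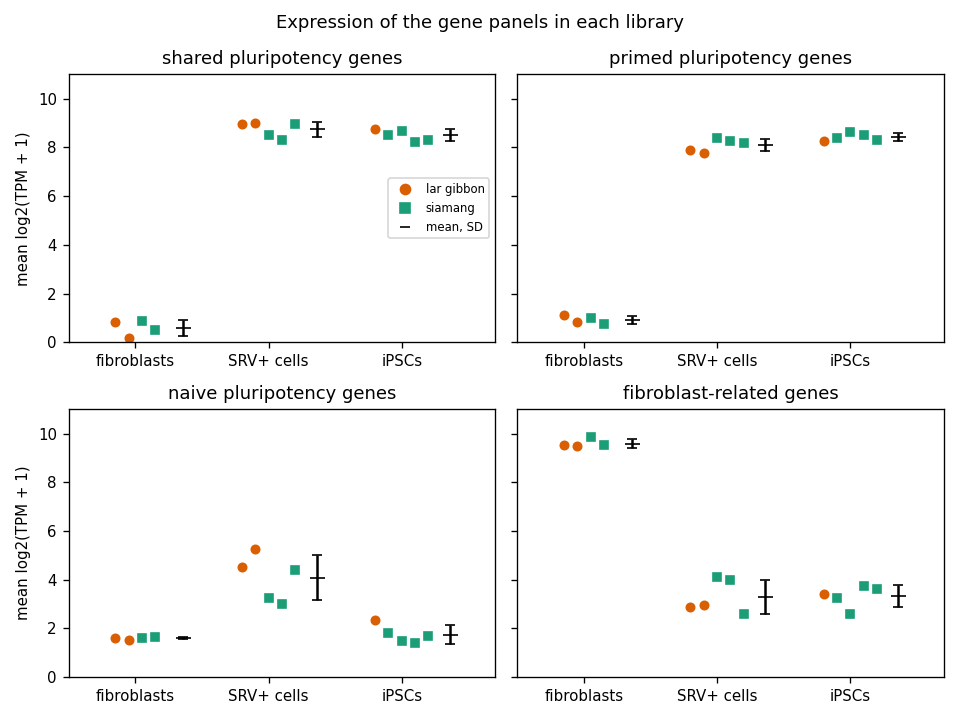
Panel scores, as the mean log2(TPM + 1) over the genes of each panel, for fibroblasts, SRV+ cells and iPSCs. Each point is one library, shaped by species, and bars show the mean and SD. Shared and primed scores lie below 1.11 in all fibroblast libraries and above 7.77 in all reprogrammed libraries.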

We further examined the pluripotency state of the small ape iPSCs by analyzing the expression of genes associated with naïve or primed pluripotency using RNA-seq profiles (Takashima et al., 2014; Endoh and Niwa, 2022; Kunitomi et al., 2022). 

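The shared pluripotency score was 0.598 ± 0.322 (SD, n = 4) in fibroblasts, 8.75 ± 0.317 (SD, n = 5) in SRV+ cells and 8.497 ± 0.244 (SD, n = 5) in iPSCs. Both reprogrammed groups exceeded the fibroblasts with an adjusted p = 0.0119 (exact permutation test), and every one of the 5 genes was higher in every reprogrammed library than in every fibroblast library. NANOG was at 0 in all 4 fibroblast libraries, at 368 ± 222 TPM (SD, n = 5) in SRV+ cells and at 134 ± 69.7 TPM (SD, n = 5) in iPSCs. EPCAM was at 0.624 ± 0.251 TPM (SD, n = 4) in fibroblasts and at 278 ± 100.1 TPM (SD, n = 5) in iPSCs. POU5F1 was at 10.3 TPM in the fibroblasts of individual 0023 and at most at 0.472 TPM in the other 3 fibroblast libraries, against 1158 ± 224 TPM (SD, n = 5) in iPSCs. In limma, all 5 genes differed from fibroblasts in both groups when adjusted over all genes, and likewise when adjusted over the 34 genes of the 4 panels.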

Consistent with the PC1 components identified in the PCA, genes associated with “shared pluripotency”—those common to both naïve and primed states (e.g., *EPCAM*, *POU5F1*, and *NANOG*)—were expressed in SRV^+^ reprogrammed cells and iPSCs, but were absent from fibroblasts (Figure 2D). Conversely, fibroblast-related genes (e.g., *ACTA2*, *CD44*, and *COL1A2*) were expressed in fibroblasts but not in SRV^+^ reprogrammed cells or iPSCs. 

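The score of the 8 fibroblast-related genes was 9.59 ± 0.168 (SD, n = 4) in fibroblasts, 3.31 ± 0.696 (SD, n = 5) in SRV+ cells and 3.33 ± 0.454 (SD, n = 5) in iPSCs, with an adjusted p = 0.0119 (exact permutation test) for each reprogrammed group against fibroblasts. All 8 genes were lower in every reprogrammed library than in every fibroblast library. Over the 10 reprogrammed libraries, the mean TPM of COL1A2 was 1.54% of its mean in fibroblasts, that of CD44 1.10% and that of ACTA2 3.49%. VIM kept the largest share of these 4 genes, at 7.38%, and its level in iPSCs was 289 ± 186 TPM (SD, n = 5). Between iPSCs and SRV+ cells the score differed by 0.02 (adjusted p = 0.968, exact permutation test), which is within the spread of the libraries.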

Primed pluripotency genes (e.g., *DNMT3B*, *OTX2*, and *PODXL*) exhibited an expression pattern similar to that of the shared pluripotency genes, further indicating the transition to a primed pluripotent state. In contrast, naïve pluripotency genes (e.g., *DNMT3L*, *DPPA2*, and *DPPA3*) showed minimal expression in the iPSCs, reinforcing their classification as primed pluripotent cells. 

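The primed pluripotency score was 0.928 ± 0.155 (SD, n = 4) in fibroblasts, 8.10 ± 0.255 (SD, n = 5) in SRV+ cells and 8.43 ± 0.146 (SD, n = 5) in iPSCs. Each reprogrammed group exceeded the fibroblasts with an adjusted p = 0.0119 (exact permutation test), and all 8 genes were higher in every reprogrammed library. The score was 0.33 higher in iPSCs than in SRV+ cells (adjusted p = 0.0529, exact permutation test), which passed the threshold when the median over the genes replaced the mean, with a difference of 0.57. DNMT3B was at 7.49 ± 5.27 TPM (SD, n = 4) in fibroblasts, 1052 ± 246 TPM (SD, n = 5) in SRV+ cells and 674 ± 108.3 TPM (SD, n = 5) in iPSCs. OTX2 was at 0 in all 4 fibroblast libraries and at 414 ± 121 TPM (SD, n = 5) in iPSCs, and PODXL was at 761 ± 179.6 TPM (SD, n = 5) in iPSCs.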

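The naïve pluripotency score was 1.59 ± 0.0451 (SD, n = 4) in fibroblasts and 1.74 ± 0.378 (SD, n = 5) in iPSCs, a difference of 0.15 (adjusted p = 0.623, exact permutation test). With a pseudocount of 0.1 in place of 1, the difference was 1.12 and passed the threshold, and with the median over the 13 genes it was 1.28 and also passed. In iPSCs, DNMT3L was at 6.09 ± 2.80 TPM (SD, n = 5), DPPA2 at 4.56 ± 2.23 TPM (SD, n = 5) and DPPA3 at 3.27 ± 4.30 TPM (SD, n = 5). In fibroblasts, DNMT3L was at 0 in all 4 libraries. NR5A2 was the most abundant of the 13 genes in iPSCs, at 12.97 ± 3.56 TPM (SD, n = 5). Of the 13 genes, 8 differed between iPSCs and fibroblasts when adjusted over all genes (limma), and 8 when adjusted over the 34 genes of the 4 panels. Past a log2 fold change of 1, 5 were higher and 3 lower in iPSCs. KLF4 fell from 121 ± 21.2 TPM (SD, n = 4) in fibroblasts to 7.96 ± 1.75 TPM (SD, n = 5) in iPSCs.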

Interestingly, partial expression of naïve pluripotency genes was observed in the SRV^+^ reprogrammed cells, potentially attributable to the constitutive high expression of SRV-derived reprogramming factors. This observation aligns with findings in other species, where forced expression of reprogramming factors induces naïve-like pluripotency signatures (Fang et al., 2015; Honda et al., 2017a; Honda et al., 2017b; Kisa et al., 2017; Shiozawa et al., 2020).

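The naïve score was 4.09 ± 0.940 (SD, n = 5) in SRV+ cells. It exceeded that of fibroblasts by 2.49 and changed by -2.34 from SRV+ cells to iPSCs, each with an adjusted p = 0.0119 (exact permutation test). When lines of one individual were averaged, the change from SRV+ cells to iPSCs was -2.47 with an adjusted p = 0.0857 (exact permutation test). The adjusted p for SRV+ cells against fibroblasts was 0.0529 (exact permutation test) when any one of the 4 fibroblast libraries was left out. The vectors carry KLF4, which was at 80.1 ± 25.02 TPM (SD, n = 5) in SRV+ cells. Of the 12 naïve genes that they do not carry, 6 were higher in every SRV+ library than in every iPSC library, namely DNMT3L, DPPA2, DPPA5, KLF5, KLF17 and MAEL. Chance gives 0.397% of genes such a separation in one direction. Compared with fibroblasts, 10 of the 13 naïve genes were higher and 2 lower in SRV+ cells past a log2 fold change of 1 (limma). KLF5 fell from 54.4 ± 12.6 TPM (SD, n = 4) in fibroblasts to 12.8 ± 7.92 TPM (SD, n = 5) in SRV+ cells. TBX3 fell from 14.9 ± 11.8 TPM (SD, n = 4) to 0.904 ± 0.741 TPM (SD, n = 5). DNMT3L was at 116 ± 56.7 TPM (SD, n = 5) in SRV+ cells, a log2 fold change of -4.04 to iPSCs (standard error 0.32, adjusted p = 2.56e-05 from limma). DPPA3 was at 57.5 ± 82.9 TPM (SD, n = 5), with libraries between 3.18 and 197 TPM. In limma, 6 of the 13 genes differed between iPSCs and SRV+ cells when adjusted over all genes, and 11 when adjusted over the 34 genes of the 4 panels. DNMT3L, DPPA2 and KLF4 passed the threshold in each of the 10 fits that left out 1 library, while DPPA3 and MAEL did not in 8 of them and DPPA5 in 5. With the individual as a block in place of species, DPPA3 and MAEL had an adjusted p = 0.0631 and 0.0517 from limma. The paper proposes that the continued expression of the vectors' reprogramming factors accounts for the naïve genes in SRV+ cells.

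**Figure D2:**
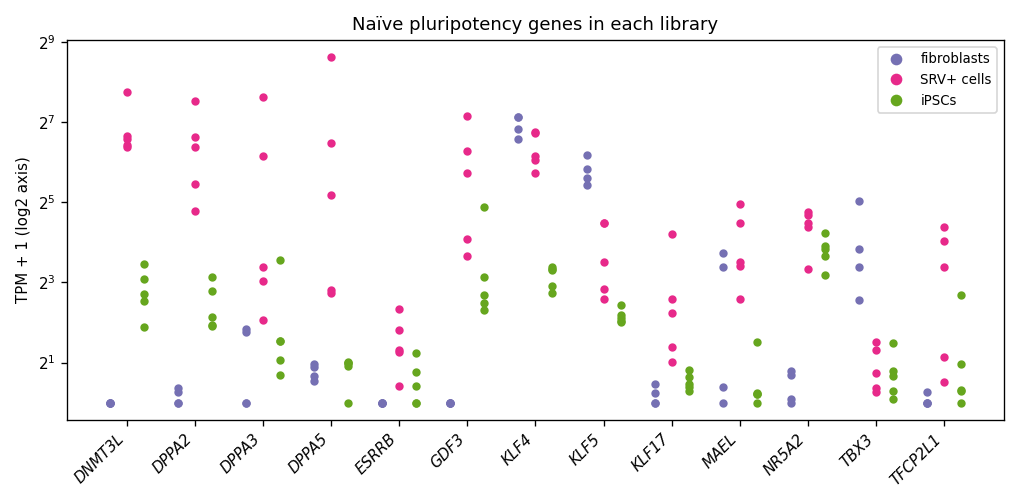
TPM + 1 of the 13 naïve pluripotency genes on a log2 axis. Each point is one library of fibroblasts (n = 4), SRV+ cells (n = 5) or iPSCs (n = 5). For DNMT3L, the SRV+ libraries lie between 82.3 and 216 TPM and the iPSC libraries between 2.67 and 10.1 TPM.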

### 3.3 Transposon expression of the small ape iPSCs

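The TE values come from the paper's Supplementary Table S3, which gives RPM, which are reads per 1000000, for 1005 TE families in the same 14 libraries. The authors aligned the reads with Hisat2 without spliced alignment, assigned a read with several matches to one random location, and counted sense reads over repeats annotated by RepeatMasker, with full-length LAVA copies added. RPM is relative to the reads mapped to the genome, and the values are rounded to one decimal, so the number of mapped reads behind each library, of the about 20000000 that the paper gives for each sample, is unknown here. Log2(RPM + 1) values of the 747 families with a mean of at least 1 RPM were compared with limma, with cell group and species as terms.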

To further dissect the molecular characteristics of the small ape iPSCs, we conducted RNA-seq analysis with a specific focus on transposable elements (TEs) (Supplementary Table S3). 

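In a PCA of log2(RPM + 1) of all 1005 families, PC1 held 48.2% and PC2 18.4% of the variance. The fibroblast libraries had PC1 scores between 11.9 and 20.2, the SRV+ libraries between -12.8 and -4.05, and the iPSC libraries between -6.30 and -0.302. Fibroblasts differed from the reprogrammed libraries on PC1 with p = 0.000999 (exact permutation test, two-sided), the smallest p possible. The mean PC2 score of lar gibbons exceeded that of siamangs by 12.7, with p = 0.00333 (exact permutation test within cell groups), the smallest p of the 300 arrangements. All 5 lar gibbon libraries had positive PC2 scores and all 9 siamang libraries negative ones. As for gene expression, the PC1 and PC2 tests treat libraries of one individual as independent. For PC2, pairings of the individuals alone cannot give a p under 0.05. Scaling the families to unit variance changed the PC1 share the most, to 32.7%.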

PCA of overall TE expression revealed distinct separation along PC1 based on reprogramming status and along PC2 based on species differences (Figure 3A). 

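Summed over all families, TE expression was 22947 ± 3101 RPM (SD, n = 4) in fibroblasts, 33384 ± 3544 RPM (SD, n = 5) in SRV+ cells and 30003 ± 2902 RPM (SD, n = 5) in iPSCs. Every reprogrammed library exceeded every fibroblast library. The adjusted p against fibroblasts was 0.0238 for SRV+ cells and 0.0159 for iPSCs (exact permutation tests, two-sided, adjusted over 6 comparisons). The difference between iPSCs and SRV+ cells did not pass the threshold (log2 ratio -0.15, adjusted p = 0.135, exact permutation test). That test does not pair lines. The total fell from SRV+ cells to iPSCs in 0023F-1 (37343 to 31439 RPM), 0105F-B1 (35382 to 34290 RPM) and 0105F-B2 (28499 to 28171 RPM). For individual 0297 it was 34600 RPM in SRV+ cells and 29133 and 26981 RPM in iPSCs. A sign-flip test over 3 individuals cannot go below a p of 0.25, so the pairing was not tested. With the lines of one individual averaged, the adjusted p against fibroblasts was 0.0571 for SRV+ cells and 0.0857 for iPSCs (exact permutation tests). The smallest unadjusted p that the number of individuals allows is 0.0286. Neither difference passed the threshold without the fibroblast library of individual 0247, where the log2 ratios were 0.47 and 0.32. Leaving out a library also raises the smallest p that can be reached. In SRV+ cells, 249 of the 747 tested families were higher and 35 lower than in fibroblasts at an adjusted p under 0.05 (limma), and in iPSCs 220 were higher and 26 lower. These counts are relative to genome-mapped reads, and the number of families in each direction changed with that scaling. After quantile normalization, which removes shifts common to most families, 93 families were higher and 170 lower in SRV+ cells, and 79 higher and 101 lower in iPSCs.

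**Figure D3:**
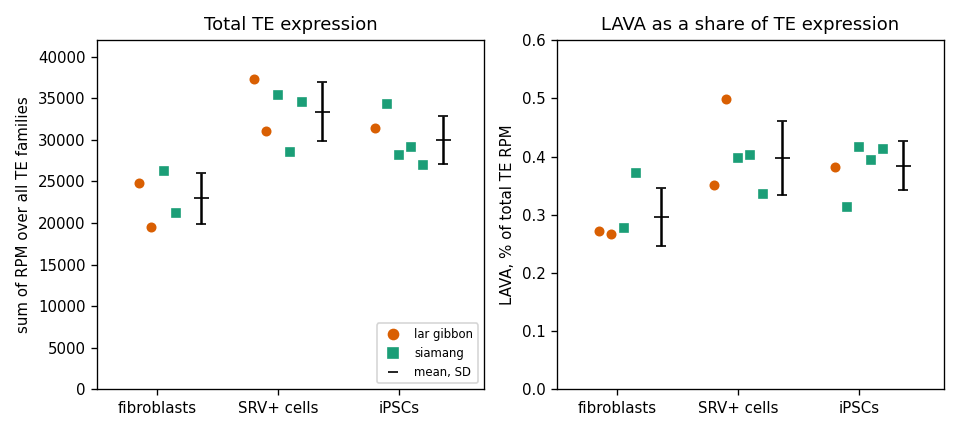
Sum of RPM over all TE families (left) and LAVA as a percentage of that sum (right) in fibroblasts, SRV+ cells and iPSCs. Each point is one library, shaped by species, and bars show the mean and SD. Fibroblast totals reach at most 26244 RPM and reprogrammed libraries start at 26981 RPM.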

Notably, overall TE expression was upregulated following reprogramming (Figure 3B). This upregulation aligns with findings in early development, reprogramming, and pluripotent stem cells, where TE expression is typically elevated, contrasting with its suppression in somatic cells (Feng et al., 2010; Göke et al., 2015; Grow et al., 2015). The observed increase in TE expression further supports the assertion that the small ape fibroblasts were successfully reprogrammed, as corroborated by the upregulation of pluripotency-associated genes (Supplementary Table S2; Figure 2D). To identify TEs differentially expressed across reprogramming states and species, we extracted the top 10 TEs with the highest positive and negative loadings from PC1 and PC2. This analysis identified 36 TEs, with four overlapping between the components (*HERV-K-int*: PC1-negative/PC2-positive, *MER65-int*: PC1-positive/PC2-positive, *HERVF-H21-int*: PC1-negative/PC2-positive, *HERV-H48-int*: PC1-negative/PC2-positive) (Figure 3C). Among these, several endogenous retrovirus (ERV) elements exhibited higher expression in SRV^+^ reprogrammed cells and iPSCs across both species. 

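Taking the 10 families with the highest and the 10 with the lowest loadings on PC1 and on PC2 gave 36 families, of which 4 were in more than 1 list. All 36 were among the 36 families drawn in Fig. 3C. The 4 were HERVK-int, HERVFH21-int and HERVH48-int, at the negative end of PC1, and MER65-int, at its positive end, all with positive loadings on PC2. MER65-int was at 118 ± 53.0 RPM (SD, n = 2) in lar gibbon fibroblasts and at 3.15 ± 0.354 RPM (SD, n = 2) in siamang fibroblasts.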

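HERVK-int rose from 25.4 ± 23.6 RPM (SD, n = 4) in fibroblasts to 1569 ± 745 RPM (SD, n = 5) in SRV+ cells, a log2 fold change of 6.39 (standard error 0.84, adjusted p = 2.33e-05 from limma). In iPSCs it was at 814 RPM in the single lar gibbon line and at 42.5 ± 36.6 RPM (SD, n = 4) in the siamang lines, and the difference of the iPSCs from fibroblasts did not pass the threshold (adjusted p = 0.0663 from limma). Without the lar gibbon iPSC line the log2 fold change of HERVK-int was 0.92, and without the fibroblasts of individual 0105 or either iPSC line of individual 0297 it was 3.23, 2.48 (without 0297F-A5) and 2.61 (without 0297F-C1) and passed the threshold. HERVFH21-int was higher than in fibroblasts in SRV+ cells by 4.28 and in iPSCs by 3.36 on the log2 scale (adjusted p = 0.000163 and 0.00223 from limma). HERVH48-int reached 84.0 RPM in the lar gibbon iPSC line and 1.20 ± 1.07 RPM (SD, n = 4) in the siamang iPSC lines.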

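HERVH-int was at 27.9 ± 9.99 RPM (SD, n = 4) in fibroblasts, 1369 ± 763 RPM (SD, n = 5) in SRV+ cells and 236 ± 143 RPM (SD, n = 5) in iPSCs. LTR7 was at 5.83 ± 1.00 RPM (SD, n = 4), 444 ± 271 RPM (SD, n = 5) and 81.4 ± 66.5 RPM (SD, n = 5) in the same groups. In iPSCs, the log2 fold change from fibroblasts was 2.81 for HERVH-int (standard error 0.48, adjusted p = 0.000436 from limma) and 3.14 for LTR7 (standard error 0.51, adjusted p = 0.000284 from limma). Both families were lower in iPSCs than in SRV+ cells, with changes of -2.59 and -2.67 (adjusted p = 0.00238 and 0.00284 from limma). The increases over fibroblasts also passed the threshold after quantile normalization.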

Notable examples included *HERV-H* and *LTR7*, which are also highly expressed in human pluripotent stem cells (Santoni et al., 2012; Ohnuki et al., 2014), indicating evolutionary conservation of these expressional regulatory mechanisms among primates. Conversely, certain ERV and ancient repeat elements, such as *LTR5A* and *Mamrep564*, displayed higher expression in fibroblasts than in SRV^+^ reprogrammed cells and iPSCs. Additionally, species-specific expression patterns were identified for some ERV elements, with consistent expression levels before and after reprogramming (e.g., *MLT1E1*, *MER66-int*, *MER34-int*, *HERVE-int*). 

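LTR5A fell from 16.5 ± 7.52 RPM (SD, n = 4) in fibroblasts to 2.76 ± 1.32 RPM (SD, n = 5) in SRV+ cells and 2.54 ± 0.456 RPM (SD, n = 5) in iPSCs. MamRep564 fell from 39.5 ± 20.4 RPM (SD, n = 4) to 2.24 ± 0.344 RPM (SD, n = 5) and 1.94 ± 0.336 RPM (SD, n = 5). In iPSCs against fibroblasts, the log2 fold change was -2.03 for LTR5A (standard error 0.23, adjusted p = 9.48e-06 from limma) and -3.80 for MamRep564 (standard error 0.22, adjusted p = 2.02e-09 from limma).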

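MLT1E1 was at 10.4 ± 3.10 RPM (SD, n = 5) in lar gibbons and 3.41 ± 2.72 RPM (SD, n = 9) in siamangs, and MER66-int at 6.06 ± 4.64 RPM (SD, n = 5) and 1.52 ± 0.807 RPM (SD, n = 9). MER34-int was at 6.86 ± 4.18 RPM (SD, n = 5) in lar gibbons and 18.1 ± 4.84 RPM (SD, n = 9) in siamangs, and HERVE-int at 12.0 ± 4.57 RPM (SD, n = 5) and 33.6 ± 8.69 RPM (SD, n = 9). All 4 families are among those with the highest or lowest PC2 loadings in these same libraries, so a test between the species is not given for them. The values of the species overlapped for MLT1E1, whose highest siamang library was at 10.4 RPM and whose lowest lar gibbon library was at 7.90 RPM. Against fibroblasts, MLT1E1 was 0.91 higher on the log2 scale in SRV+ cells (adjusted p = 0.0144 from limma) and the change in iPSCs did not pass the threshold (adjusted p = 0.402 from limma). With quantile normalization the change of MLT1E1 in SRV+ cells no longer passed the threshold, while HERVE-int passed it, at -1.02. Without that scaling HERVE-int changed by -0.55 in SRV+ cells, which did not pass the threshold (adjusted p = 0.0643 from limma). With the individual as a block it passed (-0.56, adjusted p = 0.0321 from limma). With all libraries, MER66-int and MER34-int passed it in neither group with either scaling. MER66-int passed it in SRV+ cells without the SRV+ line 0247M-A4 (0.83, adjusted p = 0.0472 from limma). MER34-int passed it without the fibroblasts of 0297F, in SRV+ cells (1.06, adjusted p = 0.00712 from limma) and in iPSCs (1.22, adjusted p = 0.00558 from limma). The course of MER34-int differed among individuals, which was not tested. Its 2 lar gibbon fibroblast libraries were at 2.00 and 2.60 RPM, the 2 SRV+ lines at 9.50 and 9.70 RPM and the iPSC line at 10.5 RPM. In siamangs it ranged from 13.6 to 28.1 RPM in fibroblasts, from 11.4 to 18.2 RPM in SRV+ cells and from 16.5 to 21.5 RPM in iPSCs. Siamang 0105 was at 13.6 RPM in fibroblasts, 16.8 and 18.2 RPM in SRV+ cells and 20.3 and 21.5 RPM in iPSCs. Siamang 0297 was at 28.1 RPM in fibroblasts, 11.4 RPM in SRV+ cells and 16.8 and 16.5 RPM in iPSCs. The change over both species therefore averages a rise in lar gibbons with opposite courses in the 2 siamangs.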

Finally, we examined the expression of *LAVA*, a TE unique to small apes and absent from other primate genomes (Carbone et al., 2012). *LAVA* was upregulated in SRV^+^ reprogrammed cells and iPSCs compared with the level in fibroblasts (Figure 3D), consistent with the behavior of other TEs conserved among primate genomes (Figure 3B).

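LAVA was at 67.8 ± 11.5 RPM (SD, n = 4) in fibroblasts, 132 ± 17.03 RPM (SD, n = 5) in SRV+ cells and 114 ± 5.02 RPM (SD, n = 5) in iPSCs, with every reprogrammed library above every fibroblast library. The log2 ratio to fibroblasts was 0.96 for SRV+ cells and 0.75 for iPSCs, each with an adjusted p = 0.0159 (exact permutation tests, two-sided). As a share of the total TE RPM of a library, LAVA was still higher after reprogramming, by 0.42 and 0.37 on the log2 scale, but the adjusted p was 0.0714 in both cases (exact permutation tests). In limma with quantile normalization, LAVA changed by 0.43 in SRV+ cells (adjusted p = 0.0273 from limma) and by 0.35 in iPSCs (adjusted p = 0.0898 from limma), of which the second did not pass the threshold. Without the fibroblast library of individual 0247, which had the lowest LAVA value of 52.0 RPM, the adjusted p was 0.0536 for SRV+ cells and for iPSCs (exact permutation tests). The remaining fibroblast libraries, at 67.4 to 78.8 RPM, were still below every reprogrammed library, the lowest being at 107 RPM. Leaving out 1 fibroblast library raises the smallest p that can be reached, so this p says little about stability. In limma without the same library, LAVA was 0.83 higher in SRV+ cells (adjusted p = 0.000125 from limma).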

**FIGURE 3:**
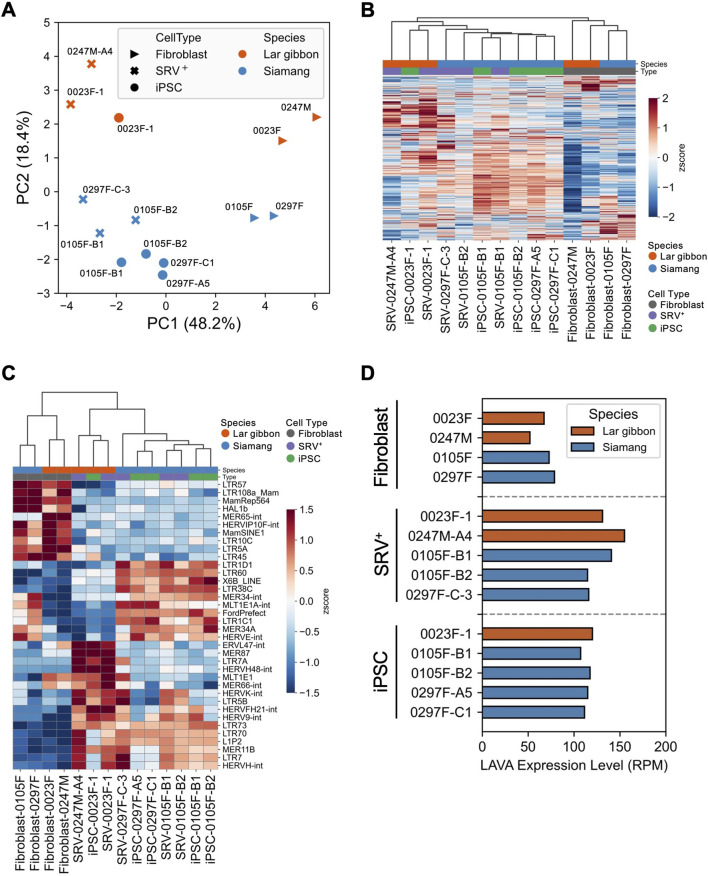
Expression of transposable elements in small ape iPSCs. **(A–D)** RNA-seq analyses of the expression of transposable elements (TEs) in small ape fibroblasts, SRV^+^ reprogrammed cells, and iPSCs. **(A)** PCA of TE expression. **(B)** Heatmap and hierarchical clustering of TE expression. **(C)** Heatmap and hierarchical clustering of the expression of the top 36 PC-loading TEs. **(D)** Expression analysis of the small ape-specific retrotransposon *LAVA*.

### 3.4 Directed differentiation of the small ape iPSCs into ectoderm, mesoderm, and endoderm lineages

To investigate the differentiation potential of the small ape iPSCs, we performed directed differentiation to induce lineage-specific differentiation into the three germ layers. First, to evaluate ectodermal differentiation, we employed a direct neurosphere formation culture, which recapitulates early neural development in human and non-human primate iPSCs (Nakai et al., 2018; Kitajima et al., 2020; Nakai et al., 2022) (Figure 4A). Small ape iPSCs formed neurospheres following a 7-day suspension culture, subsequently producing βIII tubulin^+^ neurons after an additional 14 days in adherent culture conditions (Figures 4B,C). For mesodermal and endodermal differentiation, we employed stepwise protocols to induce limb bud mesoderm or definitive endoderm differentiation from iPSCs. Referring to previous reports (Loh et al., 2014; Loh et al., 2016; Ang et al., 2018; Yamada et al., 2021; Smith et al., 2023), we optimized the protocol for limb bud mesoderm differentiation, guiding sequential differentiation into the mid primitive streak (day 1), lateral plate mesoderm (day 2), and limb bud mesoderm (day 4) (Figure 4D). Immunofluorescence analyses demonstrated the efficient differentiation of HAND1^+^ lateral plate mesoderm cells on day 2 and PRRX1^+^ limb bud mesoderm cells on day 4 (Figure 4E). Quantitative RT-PCR further confirmed these findings, showing the downregulation of pluripotency markers (*POU5F1*, *NANOG*) and stepwise upregulation of lateral plate mesoderm markers (*HAND1*, *FOXF1*, *NKX2.5*, *ISL1*) and limb bud mesoderm markers (*PRRX1*, *MSX1*, *PITX1*) over the course of differentiation (Figure 4F). In a separate differentiation protocol, small ape iPSCs were directed towards definitive endoderm cells. Efficient differentiation into definitive endoderm cells was demonstrated by the expression of SOX17 protein in immunofluorescence analyses (Figure 4G) and by quantitative RT-PCR detection of definitive endoderm-associated genes (*SOX17*, *FOXA2*, *GSC*, *CER1*, *HHEX*, *GATA6*) (Figure 4H). These results demonstrate that small ape iPSCs possess robust differentiation potential, capable of generating derivatives of all three germ layers.

**FIGURE 4:**
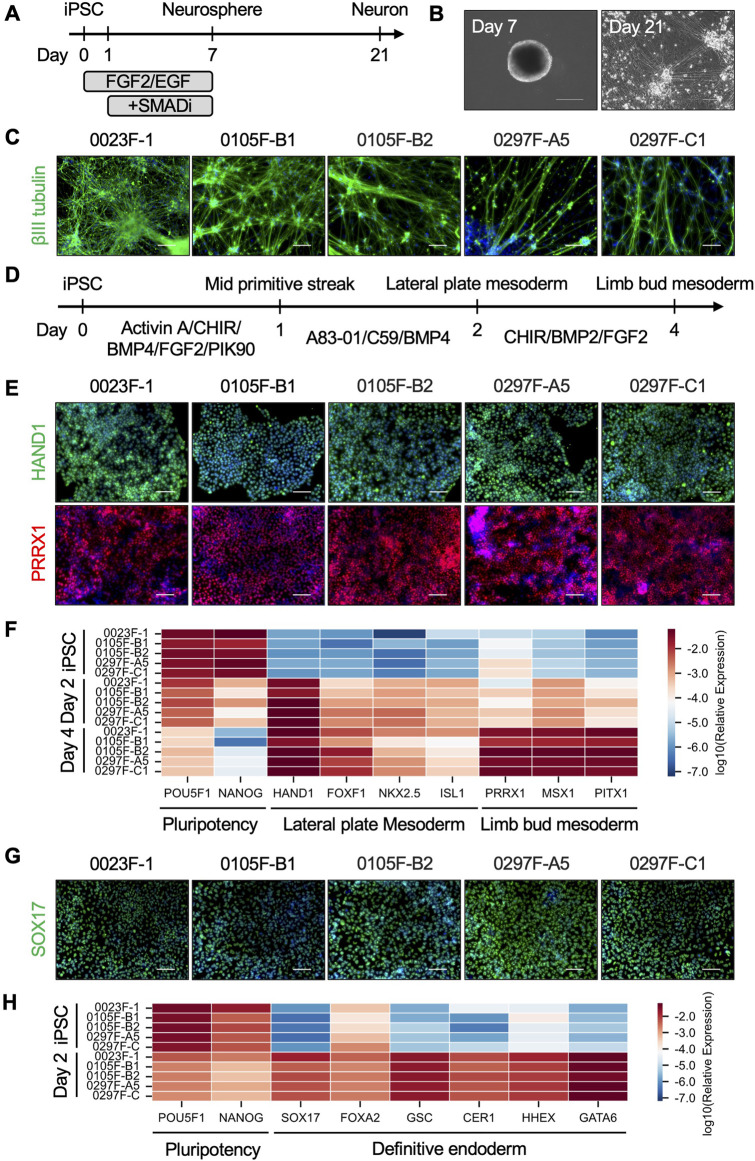
Directed differentiation of small ape iPSCs. **(A)** Schematic overview of direct neurosphere formation and the subsequent neuronal differentiation cultures. **(B)** Phase-contrast images of representative neurospheres (day 7) and neurons (day 21) derived from small ape iPSCs. **(C)** Immunofluorescence images of βIII tubulin in day 21 neurons. Nuclei were counterstained with DAPI. Scale bar: 100 μm. **(D)** Schematic design of limb bud mesoderm differentiation culture. **(E)** Immunofluorescence images of HAND1 in day 2 lateral plate mesoderm cells and PRRX1 in day 4 limb bud mesoderm cells. Nuclei were counterstained with DAPI. Scale bar: 100 μm. **(F)** Heatmap showing the expression of genes associated with pluripotency (*POU5F1*, *NANOG*), lateral plate mesoderm (*HAND1*, *FOXF1*, *NKX2.5*, *ISL1*), and limb bud mesoderm (*PRRX1*, *MSX1*, *PITX1*) in iPSCs, day 2 lateral plate mesoderm cells, and day 4 limb bud mesoderm cells determined by quantitative RT-PCR analysis. *β-ACTIN* was used as an internal control. **(G)** Immunofluorescence images of SOX17 in day 2 definitive endoderm cells. Nuclei were counterstained with DAPI. Scale bar: 100 μm. **(H)** Heatmap showing the expression of genes associated with pluripotency (*POU5F1*, *NANOG*) and definitive endoderm (*SOX17*, *FOXA2*, *GSC*, *CER1*, *HHEX*, *GATA6*) in iPSCs and day 2 definitive endoderm cells determined by quantitative RT-PCR analysis.

### 3.5 Cross-species comparison of transcriptomes among primate iPSCs

Finally, to address the species-specific expression signatures, we compared the gene expression profiles of small ape iPSCs with those of other primate iPSCs reported in previous studies. We constructed a dataset comprising 90 sets of sequencing data from 42 individuals across nine primate species, namely, humans (*Homo sapiens*) (Marchetto et al., 2013; Wunderlich et al., 2014; Thoma et al., 2016; Hirata et al., 2022; Roodgar et al., 2022; Ruiz-Orera et al., 2024), great apes [chimpanzees (*Pan troglodytes*), bonobos (*Pan paniscus*), gorillas (*Gorilla*), and orangutans (*Pongo pygmaeus*)] (Marchetto et al., 2013; Wunderlich et al., 2014; Hirata et al., 2022; Roodgar et al., 2022; Li et al., 2024; Ruiz-Orera et al., 2024), small apes [lar gibbons (*H. lar*) and siamangs (*S. syndactylus*)], and macaques [rhesus macaques (*Macaca mulatta*) and cynomolgus macaques (*Macaca fascicularis*)] (Wunderlich et al., 2014; Thoma et al., 2016; Roodgar et al., 2022; Ruiz-Orera et al., 2024) (Supplementary Table S4), from eight independent studies. To minimize the confounding factors unrelated to interspecies differences, hierarchical clustering was performed to identify and exclude outlier samples that clustered separately from the majority (height >0.8) (Supplementary Figure S3). Batch effects were mitigated by identifying and removing genes exhibiting study-specific expression biases (FDR <0.05) (Supplementary Table S5). This preprocessing yielded a gene expression matrix comprising 38 individuals and 5,310 genes (Supplementary Table S6). PCA of this matrix demonstrated a clear separation between human and non-human primate iPSCs along PC1. Non-human primate iPSCs were distributed along PC2 in a pattern reflecting their phylogenetic relationships (Figure 5A). Hierarchical clustering further segregated the samples into distinct clusters corresponding to humans, great apes, small apes, and macaques (Figure 5B), confirming the utility of this matrix for exploring the species-specific gene expression patterns. Differential expression analysis identified 160 upregulated and 304 downregulated genes specific to the small apes (Figure 5C; Supplementary Table S7, S8). Notably, the downregulated genes were significantly enriched for functions related to genome stability and cell death (e.g., *BUB1*, *DRAM1*, *RAD21*) (Pati et al., 2002; Jeganathan et al., 2007; Guan et al., 2015) (Figure 5D; Supplementary Tables S9, S10). These findings raise the possibility of the presence of small ape-specific regulatory mechanisms and responses to DNA damage and chromosomal rearrangements that are distinct from those observed in other primate species.

**FIGURE 5:**
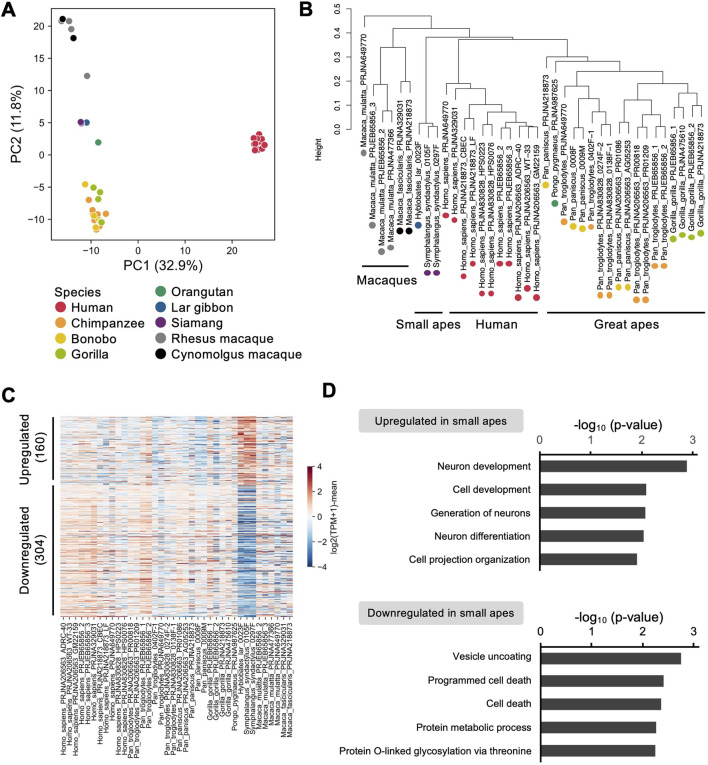
Comparative transcriptome analyses of iPSCs among primate species. **(A–D)** RNA-seq analyses of iPSCs in humans, great apes (chimpanzees, bonobos, gorillas, orangutans), small apes (lar gibbons, siamangs), and macaques (rhesus macaques, cynomolgus macaques) based on data from the current and previous studies. **(A)** PCA of the transcriptomes of iPSCs from each species. **(B)** Hierarchical clustering of the transcriptomes of iPSCs from each species. **(C)** Heatmap of genes differentially expressed between small ape iPSCs and those from other primate species. **(D)** Gene ontology analysis of genes upregulated and downregulated in small ape iPSCs compared with the levels in iPSCs from other primate species.

## 4 Discussion

iPSCs had been successfully established in the great apes by the early 2010s: chimpanzees (Marchetto et al., 2013; Gallego Romero et al., 2015; Kitajima et al., 2020; Lin et al., 2020; Imamura et al., 2024), bonobos (Marchetto et al., 2013; Wunderlich et al., 2014), gorillas (Wunderlich et al., 2014; Geuder et al., 2021), and orangutans (Ramaswamy et al., 2015; Geuder et al., 2021; Li et al., 2024). By contrast, reprogramming of small ape cells has proven significantly more challenging, requiring greater effort and extended timeframes (Anwised et al., 2023). During the preparation of this manuscript, another group reported the successful generation of small ape iPSCs using plasmid and SeV vectors (Bao et al., 2024). However, the small ape iPSCs have not yet been comprehensively characterized, leaving their molecular properties and potential applications insufficiently understood. In this study, we successfully reprogrammed skin fibroblasts from three small ape species using SRVs, and established five iPSC lines from one lar gibbon and two siamangs. Prior to this study, we also attempted to reprogram small ape cells using plasmid or SeV vectors. While plasmid- and SeV-based gene transduction was effective in the reprogramming of great ape and macaque cells in our previous studies (Nakai et al., 2018; Kitajima et al., 2020; Imamura et al., 2024), these attempts were not successful for small ape cells (data not shown), contrary to the findings of others (Bao et al., 2024). Both vectors allow transient transgene expression without genomic integration and are spontaneously eliminated from transduced cells. By contrast, SRVs provide robust, stable, and sustained transgene expression in the cytoplasm without triggering innate immune responses, thereby improving reprogramming efficiency (Nakanishi and Iijima, 2024). This advantage of SRVs likely contributed to our success in reprogramming the small ape fibroblasts.

Despite advancements in gene transduction, the reprogramming efficiency of small ape fibroblasts was markedly lower than that observed in humans. Most SRV-transduced cells disappeared during reprogramming, and only a few successfully reprogrammed colonies emerged (Figure 1D). This observation could be interpreted in line with previous findings that the mechanisms of DNA damage responses and cell cycle checkpoints function as the major barriers to reprogramming by triggering reprogramming-induced senescence and apoptosis of transduced cells (Lin et al., 2014). For instance, p53 and related cyclin-dependent kinase inhibitors restrict reprogramming, whereas deficiencies in these pathways enhance the efficiency of iPSC generation (Banito et al., 2009; Hong et al., 2009; Marion et al., 2009). Conversely, deficiency of *ataxia-telangiectasia mutated* (*ATM*) or *53BP1*−both critical for DNA damage responses and repair−impairs reprogramming efficiency and leads to the accumulation of chromosomal abnormalities during iPSC generation (Marion et al., 2009; Kinoshita et al., 2011). Small apes have undergone exceptionally rapid and large-scale chromosomal rearrangements (Carbone et al., 2006; Capozzi et al., 2012), which are partially attributed to the insertion of the small ape-specific retrotransposon *LAVA*. The small ape genome contains 600–1,200 *LAVA* insertions, approximately half of which are located within or near genes regulating the cell cycle, DNA repair, and chromosome segregation (Carbone et al., 2014; Okhovat et al., 2020). These genomic alterations might exacerbate reprogramming-induced senescence and apoptosis, thereby impairing cellular reprogramming in small ape cells. Supporting this hypothesis, enrichment of cell death-related genes was observed among the genes expressed at lower levels in small apes than in other primates (Figure 5D). These genes included *RAD21*, a key regulator of chromosome stability and cell death (Pati et al., 2002), and *BUB1*, a mediator of cell death induced by chromosome missegregation (Jeganathan et al., 2007). Notably, a *LAVA* insertion was identified near the *BUB1* gene locus (Okhovat et al., 2020). Furthermore, considering that not all SRV^+^ reprogrammed cell lines yielded SRV-free iPSCs but instead underwent differentiation upon siRNA treatment (data not shown), further optimization is required to overcome reprogramming barriers and reliably establish iPSCs in small apes.

The transcriptome profiles of small ape iPSCs revealed that reprogramming of small ape fibroblasts led to the upregulation of pluripotency-associated genes and TEs, consistent with observations in other primate iPSCs (Marchetto et al., 2013; Grow et al., 2015; Kunitomi et al., 2022). Notably, upregulated TEs included *LTR7* and *HERVH* (Figure 3C), which are highly expressed in human iPSCs and play a critical roles in reprogramming and differentiation (Santoni et al., 2012; Lu et al., 2014; Ohnuki et al., 2014; Zhang et al., 2019; Han et al., 2023). These findings confirm the successful reprogramming of small ape cells and highlight conserved pluripotency characteristics across primate iPSCs. In addition, we observed species-specific expression of genes and TEs, including the small ape-specific *LAVA* (Figures 3D, 5C). Because *LAVA* can function as an enhancer element (Okhovat et al., 2020), its insertion may alter the expression of nearby genes in specific cell types of small apes. The *LAVA* expression detected in this study suggests an active chromatin state at these insertion sites (Figure 3D). As noted above, *LAVA*-induced alterations in genes associated with cell death and genomic stability may have facilitated the chromosomal rearrangements unique to small ape evolution. Therefore, small ape iPSCs offer valuable opportunities to investigate the regulation and functional role of TEs, particularly *LAVA*, in genome evolution.

Directed differentiation cultures of iPSCs have enabled detailed analyses of the molecular and cellular foundation underlying the phenotypic evolution of humans and great apes (Anwised et al., 2023; Pollen et al., 2023). For example, iPSC-based neural differentiation cultures have revealed interspecies heterochronic differences such as variation in the progression of maturation and migration (Marchetto et al., 2019; Benito-Kwiecinski et al., 2021). We have also developed the direct neurosphere formation culture to induce early neural development from human, chimpanzee, and macaque iPSCs, uncovering delayed neuronal differentiation along the evolutionary trajectory toward humans (Nakai et al., 2018; Kitajima et al., 2020; Nakai et al., 2022). Here, we demonstrated that direct neurosphere formation culture is applicable to small ape iPSCs, bridging the phylogenetic gap between great apes and catarrhine monkeys. This advancement provides critical insights into the evolutionary properties of neural development from monkeys to hominoids for future studies.

It is also notable that we successfully induced limb bud mesoderm from small ape iPSCs. Small apes have extremely long forelimbs and well-developed shoulder muscles as an adaptive evolution to brachiation (Hollihn, 1984; Michilsens et al., 2009). Mechanisms underlying their unique forelimb development have primarily been explored through whole-genome analyses, which have identified genomic regions associated with these phenotypes. For example, positive selection was identified in small apes for an amino acid substitution in the TBX5 protein (Carbone et al., 2014), which is expressed in the future forelimb position of lateral plate mesoderm to initiate limb bud growth (Agarwal et al., 2003; Rallis et al., 2003; Hasson et al., 2007). Moreover, small ape-specific accelerated regions, which feature rapid DNA substitutions driving accelerated genome evolution, are enriched near genes associated with the development of growth plate cartilages. Some of these accelerated regions also regulate the expression of limb development-related genes such as *DLX5* and *EMX2* (Bi et al., 2023). These findings suggest that coding and regulatory genome alterations specific to small apes have played a role in their forelimb development. On the other hand, extant apes shared anatomical traits associated with suspensory locomotion, such as relatively longer forelimbs, which are thought to have evolved independently within each lineage (Larson, 1998). The limb bud mesoderm-directed differentiation culture of their iPSCs provides an essential platform for investigating the molecular foundations underlying limb development and evolution in hominoids (Young et al., 2010; Cotney et al., 2013; Tsutsumi and Eiraku, 2023), as exemplified by an iPSC-based study of interspecies differences in craniofacial morphology (Prescott et al., 2015).

## Data Availability

The datasets presented in this study can be found in online repositories. RNA-seq data of small ape cells established in this study can be found in GEO with accession number GSE282905.

How the deposited data were processed for this re-analysis (not part of the article)

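RNA was sequenced from 14 cultures of small ape cells, with 4 fibroblast libraries, 5 libraries of SRV+ reprogrammed cells and 5 iPSC libraries from 4 individuals of 2 species. The authors trimmed the reads with Trim Galore, aligned them to nomLeu3 with STAR, kept uniquely mapped reads, removed PCR duplicates, counted the first read of each pair over exons with intersectBed and deposited the values as TPM. The paper gives about 20000000 reads for each sample. TPM do not keep how many were counted in each library, so no interval or detection limit is given for a value. The TE values are the RPM that the authors give in Supplementary Table S3, made with Hisat2 and one random location for each read with several matches. The gene table was matched to samples by library name, and 1 iPSC library whose title gives an individual number that the paper does not list was taken as 0297F-C1, from its library name and the lines the paper names.

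The table holds 15711 rows, of which 13 carry a date in place of a gene symbol. These rows stayed in the tests and are not named. In all 14 libraries, 188 rows were at 0. Of the symbols, 14912 were found in the siamang gene table of assembly mSymSyn1, which was used for names only. No coordinates are given.

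Values were analysed as log2(TPM + 1) and log2(RPM + 1). Genes with at least 1 TPM in at least 4 libraries (13055) and TE families with a mean of at least 1 RPM (747) were fitted with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with trend, cell group and species as terms, and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, and a TE family at an adjusted p under 0.05. Fold changes on this scale understate the changes of genes with low values. The interaction of species and cell group was fitted over fibroblasts and SRV+ cells only. PCA, clustering, panel scores and exact permutation tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The paper's text does not name the transform, distance or linkage used for these libraries.

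The named genes and families, or the rule that picks them, were fixed before the data were examined, apart from DDX39B and HERV9-int, which were named after their values were seen. The fixed ones are the genes of the Figure 2D panels, the genes and TE families that the paper's results name, the reprogramming factors, and for each comparison the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among those called whose groups do not overlap. For the interaction they are the 3 genes with the smallest p.

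Lines and fibroblasts of one individual come from the same animal, which pairs them. The deviations from the group means had a median correlation of 0.120 between libraries of the same individual, 0.088 between individuals of the same species and -0.132 between species, and the lowest value within an individual was -0.060. A sign-flip test cannot go below a p of 0.125 over 4 individuals or 0.25 over 3, so that test was not made on panel scores. Within individuals, the naïve score changed from SRV+ cells to iPSCs by -2.17 ± 0.697 (SD, n = 3). The primed score changed by 0.267 ± 0.0959 (SD, n = 3). Both had the same sign in all 3 individuals. The shared score, at -0.230 ± 0.457 (SD, n = 3), and the fibroblast-related score, at 0.165 ± 1.16 (SD, n = 3), had it in 2.

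The limma step was tested on simulated data with 200 changed genes among 12900, of which 185 were recovered with 9 false calls. The simulated changes were 2 on the log2 scale and the simulated libraries were independent. The false calls therefore do not give the error rate for lines that share individuals. In the PCA step, 200 of 200 changed genes among 3000 were those with the largest loadings. Their changes were set far above the noise, so this checks only that the step runs correctly.

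Alternatives fixed before the data were examined covered the pseudocount, the filter on low values, quantile normalization, the species term, the trend, the individual as a replicate block, lines of one individual averaged, scaling in the PCA, the linkage, and each library left out in turn. Others were chosen after seeing the data. These are the alternatives for single named genes other than the pseudocount and the block, those for single TE families, the adjustment over the TE totals, the pairings of the 4 individuals and the comparison of TE families without 3 HERV families. Tests between species for the 4 TE families that the paper names as specific to a species were also run and are not given, since the paper drew these families from the loadings of the same libraries. The outlier measure was extended to every named gene after its first, smaller set had been seen. Of the groups past that measure, 1 is not reported here. The table of alternatives for iPSCs against SRV+ cells was limited to the naïve panel, the reprogramming factors and the genes with the largest change, after many reversed changes near 0 of other genes had been seen. Supplementary Tables S5 and S6 were held here only in part, and the part of S6 covers 1168 genes. The paper's differential expression between iPSCs of small apes and other primates, which also uses other samples, was not repeated here. From the part of S6 held here, only genes listed at 0 in all samples of a clade and the levels of BUB1 and DDX39B were examined.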

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

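The tests of reads from the vectors and the comparison of line 0023F-1 with the other lar gibbon libraries were chosen only after the result was seen, and the outlier measure was extended to every named gene after its first results were seen.

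In 237 groups of 4 or 5 libraries, the gap between the highest or lowest library and its nearest neighbour was divided by the range of the group. This ratio exceeded Dixon's 95% critical value in 27 groups, where chance gives 11.85. The groups share libraries and their genes are not independent. Of the 27, 8 lie in groups whose values are all below 1 TPM.

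The iPSC line 0023F-1 stood apart in 10 of the 27 groups. Its values were highest for MAEL (0.847), CD44 (0.745), A2ML1 (0.745), STAP1 (0.921), LGR6 (0.951), NPY (0.726), HERVH48-int (0.782) and MLT1E1 (0.857), and lowest for CHAD (0.894) and GOLGA6B (0.889). This is the only lar gibbon iPSC line. STAP1, LGR6, CHAD and GOLGA6B, which are named because they differ between the species, separated the lar gibbon from the siamang libraries in fibroblasts and in SRV+ cells too. NPY, at 135 to 150.0 TPM in lar gibbon and 9.85 to 16.5 TPM in siamang SRV+ cells, and HERVH48-int, at 43.1 to 68.7 and 1.90 to 3.20 RPM, were also higher in lar gibbon SRV+ cells, while in fibroblasts both were lower in lar gibbon, at 0 against 2.96 to 3.64 TPM and at 0 against 0.1 RPM. These 6 differences are therefore not a property of this line alone. MAEL, CD44, A2ML1 and MLT1E1 overlapped between the species in SRV+ cells, MLT1E1 at 9.30 to 15.8 RPM in lar gibbon and 3.40 to 10.4 RPM in siamang. In fibroblasts, CD44, at 337 to 345 against 215 to 262 TPM, and MLT1E1, at 7.90 to 9.30 against 1.10 to 2.00 RPM, were higher in lar gibbon and MAEL was lower. For these 4 a species difference among iPSCs and a property of this line are confounded.

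In other iPSC groups, POSTN (0.769) and FAP (1) were highest in 0297F-A5, ERV3-1 (0.714) was highest in 0297F-C1, DPPA5 (0.9003) was lowest in 0105F-B2 and CACNG8 (0.785) was lowest in 0297F-A5. In SRV+ cells, DNMT3L (0.801) was highest in 0297F-C-3, at 216 TPM, NR5A2 (0.730) was lowest in 0105F-B1 and CACNG8 (0.783) was lowest in 0247M-A4. In fibroblasts, the score of the fibroblast-related genes (0.916), TFCP2L1 (1) and FAP (0.849) were highest in 0105F, POU5F1 (0.913) was highest in 0023F, ZIC5 (1) and CACNG8 (1) were highest in 0297F, A2ML1 (1) was highest in 0247M and SOX11 (0.863) was lowest in 0247M. POU5F1 was at 10.3 TPM in the fibroblasts of individual 0023, where LIN28A was listed at 0. No technical or biological explanation was tested for these single libraries.

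The change from fibroblasts to SRV+ cells differed between the species, by an interaction term, for 272 of 12649 genes at an adjusted p under 0.05 (limma), and for 2165 at an unadjusted p under 0.05. It was more positive in siamangs for 130 and in lar gibbons for 142. The smallest p belonged to F2R, which fell by 3.63 on the log2 scale in lar gibbons and by 0.60 in siamangs. FADS1 changed by 1.53 in lar gibbons and -0.55 in siamangs, and NPY by 7.16 and 1.57. Of 60 regroupings of the libraries, 4 gave as many genes, the real one included, and the largest count was 1514. The labels were drawn within each cell group, so regroupings that keep or swap the species whole in 1 cell group alone carry the species difference itself into the interaction term, and these counts do not decide between a species difference and none. The other 2 pairings of the 4 individuals gave 0. The count ran from 16 without the SRV+ line 0247M-A4 to 519 without 0297F-C-3, and was 49 without 0023F-1, 65 without 0105F-B1 and 83 without 0105F-B2. Without a fibroblast library it was 433 (0247M), 138 (0105F) and 85 (0297F). A species difference stays open and was not tested apart from the 2 individuals of each species. The lar gibbon line 0023F-1 had received 4 factors and the siamang lines 6.

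Between iPSCs and SRV+ cells, which the paper compares only for panel genes and TEs, 85 genes were lower and 10 higher in iPSCs, and 1643 had an unadjusted p under 0.05. Among those whose groups do not overlap, the largest decreases belonged to ERV3-1 (-5.27), A2ML1 (-4.98) and AMN (-4.97) and the largest increase to CREB3L1 (1.65). Of 100 regroupings of the 10 libraries, 1, the real one, gave as many genes, and the largest other count was 66. Among the 48 others that parted as many individuals, which mix SRV+ cells and iPSCs in both groups, the largest count was 2. The number of lower genes was 21 when lines of one individual were averaged. Without 1 library it was 141 (SRV+ 0105F-B2), 42 (SRV+ 0247M-A4), 32 (SRV+ 0297F-C-3), 47 (iPSC 0023F-1), 40 (iPSC 0105F-B1), 42 (iPSC 0105F-B2), 46 (iPSC 0297F-A5) and 39 (iPSC 0297F-C1).

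Reads from the vectors' own reprogramming genes are a technical explanation for genes higher in SRV+ cells. Against it for the naïve genes, 6 of the 12 that the vectors do not carry were higher in every SRV+ library than in every iPSC library, where chance gives 0.397%. KLF4, which they do carry, changed by -3.12 from SRV+ cells to iPSCs, and for KLF4 vector reads and the cells' own transcripts cannot be told apart in values per gene. LIN28A, also carried by the 6-factor vectors, changed by 0.09. Of these 6, KLF5 was lower in SRV+ cells (12.8 TPM) than in fibroblasts (54.4 TPM). In siamangs, MAEL overlapped between fibroblasts (9.38 to 12.2 TPM) and SRV+ cells (4.99 to 29.85 TPM). A rise in SRV+ cells is therefore not shown for KLF5, or for MAEL in siamangs. An effect of the vectors' factors on the cells may account for the others of the 6, as the paper proposes for naïve genes in SRV+ cells. It stays a hypothesis, since the presence of the vectors and the stage of the lines are confounded.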

How the results depend on the processing

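The alternatives for single named genes, other than the pseudocount and the replicate block, and for single TE families were chosen only after the result was seen.

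The counts of genes higher and lower than in fibroblasts stayed within 1.5 times under the alternatives run, as did the counts between species. The shared and primed scores of SRV+ cells and iPSCs against fibroblasts, and the fibroblast-related scores against fibroblasts, kept their direction and their side of the threshold wherever a test was run. Panel scores and TE totals with the replicate block are values with no test. The paper gives about 20000000 reads for each sample, but TPM do not keep the number counted in each library, so the effect of depth on low values was not examined.

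The PC1 share of gene expression, 71.5%, was 65.5% with a pseudocount of 0.1, 73.2% over genes with at least 1 TPM in at least 4 libraries and 48.7% with genes scaled to unit variance. It ran from 69.4% to 73.9% across the 14 fits that each left out 1 library. The PC2 share, 9.36%, was 13.5% with scaled genes and ran from 7.67% to 11.0% without 1 library. With scaled genes, 30 of the top 100 PC1 genes were in Supplementary Table S2. The adjusted Rand index for species among reprogrammed libraries was 0.602 with Ward linkage. For TE expression, the PC1 share, 48.2%, was 40.1% with a pseudocount of 0.1, 50.2% over families with a mean of at least 1 RPM and 32.7% with scaled families, and ran from 44.5% to 51.2% without 1 library. The PC2 share, 18.4%, was 16.3% with scaled families and ran from 15.8% to 20.3%. The cause was not tested.

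The naïve score of iPSCs against fibroblasts, 0.15, was 1.12 with a pseudocount of 0.1 (adjusted p = 0.0212, exact permutation test) and 1.28 with the median over genes (adjusted p = 0.0119, exact permutation test), and both passed the threshold. The primed score of iPSCs against SRV+ cells passed it at 0.329 with a pseudocount of 0.1 and at 0.565 with the median. It ran from 0.246 to 0.396 without 1 library, and passed without SRV+ 0105F-B1 (0.396) or 0105F-B2 (0.372). The naïve score of SRV+ cells against fibroblasts ran from 2.20 to 2.76, with an adjusted p of 0.0529 (exact permutation test) without any one fibroblast library. Removing 1 of 4 fibroblast libraries also raises the smallest p that can be reached. Averaging lines gave a naïve change of -2.47 between SRV+ cells and iPSCs, which no longer passed (adjusted p = 0.0857, exact permutation test). With 3 or 4 averaged individuals per group the smallest unadjusted p is 0.0286. The fibroblast-related score of iPSCs against SRV+ cells, near 0, was -0.0155 with a pseudocount of 0.1 and ran from -0.163 to 0.224. Beyond the number of samples, the cause was not tested.

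With lines of one individual averaged, total TE RPM changed by 0.556 in SRV+ cells and 0.398 in iPSCs and LAVA by 0.968 and 0.766, and none passed the threshold. As the smallest unadjusted p is then 0.0286, at least 4 of the 6 comparisons would have to reach it for any to pass, so this says nothing about the stability of these changes. LAVA as a share of total TE RPM changed by 0.421 and 0.372 and did not pass. Without 1 library, total TE RPM ran from 0.471 to 0.612 in SRV+ cells and from 0.317 to 0.458 in iPSCs, and LAVA from 0.850 to 1.04 and from 0.646 to 0.834. The low end of each of these 4 ranges came without fibroblast 0247M, with an adjusted p of 0.0536 (exact permutation test) in each case. Leaving out 1 fibroblast library also raises the smallest p that can be reached. LAVA in iPSCs against SRV+ cells ran from -0.249 to -0.138, and passed the threshold without SRV+ 0105F-B2 (-0.249) or 0297F-C-3 (-0.245). With quantile normalization, 93 TE families were higher and 170 lower in SRV+ cells than in fibroblasts, so 35.4% of the called families were higher in place of 87.7%. In iPSCs 79 were higher and 101 lower, or 43.9% in place of 89.4%. That normalization removes shifts common to most families by construction.

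Genes higher in iPSCs than in SRV+ cells numbered 6 with a pseudocount of 0.1, 6 with no species term and 0 with lines averaged, against 10, and ran from 2 to 19 without 1 library. Genes lower in iPSCs numbered 21 with lines averaged and ran from 32 to 141. The genes whose change from fibroblasts to SRV+ cells differs between species ran from 16 to 519 without 1 library and numbered 365 with the individual as a replicate block. With the individual as a replicate block, 9 genes were higher and 60 lower in iPSCs than in SRV+ cells. For these counts the cause was not tested.

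Some named changes near 0 reversed, and none of these values passed the threshold. DPPA5 in iPSCs against fibroblasts was -0.186, and MLT1E1 -0.0317, with quantile normalization. MYC in iPSCs against fibroblasts was -0.0212 with no species term. POU5F1 in iPSCs against SRV+ cells was -0.092 with no species term, -0.0772 with the replicate block and -0.0379 with lines averaged, and ran from -0.0417 (without iPSC 0105F-B2) to 0.252 without 1 library. TBX3 in iPSCs against SRV+ cells ran from -0.35 to 0.13, and HERVE-int in iPSCs against fibroblasts from -0.27 to 0.10. The cause was not tested.

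Of the named genes and families, 2 other results were weaker and 1 stronger with the replicate block, which are DPPA3 and MAEL in iPSCs against SRV+ cells and HERVE-int in SRV+ cells against fibroblasts (-0.56, adjusted p = 0.0321 from limma). The block changed no other call. With lines averaged, 7 were weaker and 1 stronger, with quantile normalization 3 and 2, with a pseudocount of 0.1 2 and 2, with no species term 2 and 0, and with only the libraries of the 2 groups 1 and 3. With no filter and without the trend, 1 was weaker in each. Over all fits without 1 library, 1337 values kept their call, 45 were weaker, 16 stronger and 8 reversed.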

Differences from the paper's values

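The alternatives for a single TE family in this part were chosen only after the result was seen. The shares of variance in the paper's figures and the loadings in its Supplementary Table S2 differed from the values here by less than 1.5 times.

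The paper states that the shared pluripotency genes were absent from fibroblasts. POU5F1 was at 10.3 TPM in the fibroblasts of individual 0023 and at most at 0.472 TPM in the other 3 fibroblast libraries. SALL4, also among the shared genes, was at 3.62 TPM in the fibroblasts of 0105F and at 1.51 TPM in those of 0297F. Of the 5 shared genes, 3 were below 1 TPM in every fibroblast library. The paper states that fibroblast-related genes were expressed in fibroblasts but in neither SRV+ cells nor iPSCs. VIM, in that panel, was at 353 TPM in SRV+ cells and 289 TPM in iPSCs, and COL1A2 at 54.0 and 65.6 TPM. Of the 8 genes of the panel, 6 had at least 1 TPM in every SRV+ library and 5 in every iPSC library.

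The paper states that MLT1E1 had similar levels before and after reprogramming. In SRV+ cells its log2 fold change from fibroblasts was 0.91 (adjusted p = 0.0144 from limma). In settings chosen for this family after seeing the values, the change was not called with quantile normalization (0.54, adjusted p = 0.143 from limma) or without fibroblast 0297F (0.72, adjusted p = 0.0685 from limma). The paper states the same of HERVE-int, whose change in SRV+ cells, -0.55, was not called (adjusted p = 0.0643 from limma). It was called with quantile normalization (-1.02) and with the individual as a block (-0.56). In iPSCs it was -0.06 and was not called (adjusted p = 0.863 from limma).

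The paper states that clustering gave a grouping like that of the PCA, where it describes PC2 as appearing to follow the species. With Ward linkage, the siamang SRV+ line 0297F-C-3 joined the lar gibbon lines, and with average linkage it joined the siamang lines.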

Other observations

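The tests of the SRV+ line 0297F-C-3, of VIM, of a shift common to TE families, of 3 HERV families left out and of the genes at 0 in Supplementary Table S6 were chosen only after the result was seen.

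For SRV+ cells against fibroblasts, 1 of 100 regroupings of the libraries, the real one, gave as many genes, and the largest other count was 4839. The 16 others that parted 4 individuals gave 0. For iPSCs against fibroblasts it was also 1 of 100, with 4906 as the largest other count and 4341 as the largest among the 39 that parted as many individuals. For TE families it was 1 of 100 in each comparison, with largest other counts of 254 and 125 against 284 and 246. These largest counts also came from the 18 and 42 others that parted as many individuals. These other groupings mix fibroblasts with reprogrammed libraries. For siamangs against lar gibbons, 1 of 100 regroupings gave as many genes, the largest other count being 11. Of the 3 pairings of the 4 individuals, 1 gave as many genes, the real one, and the others gave 0. As 3 pairings cannot give a share under 0.05, a species difference and one between these individuals cannot be told apart.

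The siamang SRV+ line 0297F-C-3 lay 46.1% of the way from the other siamang SRV+ lines to the lar gibbon SRV+ lines on PC2. Of 23 genes that separated the species in the other 13 libraries, it was nearer the siamang mean at 19, or 82.6%. This lies between the outcomes set for that test. A second test was added because the first was undecided. At 5 genes on in lar gibbon and off in the other siamang reprogrammed libraries, the line had a median of 1.22% of the lar gibbon level and at most 14.1%, and 4 of the 5 were below 1 TPM. These genes were picked without this line. The median argues against a mixture large enough for its place on PC2, and the largest value against a lar gibbon line under a siamang label, although 5 genes are few. On an axis taken from the fibroblasts of the 2 species its place was 0.128, nearer the siamang lines. PC2 may therefore carry a difference among SRV+ lines other than species. An exchange with another siamang line was not tested.

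VIM kept 7.38% of its fibroblast level after reprogramming. The 9 fibroblast genes that the paper names with PC1, which the study picked from these libraries, kept a median of 0.268%, which argues against fibroblasts carried over as the source of VIM transcripts. No biological explanation was tested.

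More TE families were higher than lower after reprogramming. The other families together rose by 0.286 more on the log2 scale than Alu and L1 families together (p = 0.0649, exact permutation test). Without HERVH-int, HERVK-int and HERV9-int, which were left out after their values were seen, the difference was 0.0125 (p = 0.841, exact permutation test), so nearly all of it came from these 3 families. These 3 rose together from 63.1 ± 34.6 RPM (SD, n = 4) in fibroblasts to 4253 ± 1428 RPM (SD, n = 5) in SRV+ cells and were at 1663 ± 1826 RPM (SD, n = 5) in iPSCs. For the other families, a larger share of reads from introns or genomic DNA and an increase of TE transcription cannot be told apart. With quantile normalization, 35.4% of the called families were higher in SRV+ cells. That normalization removes a shift common to most families by construction, so whether such a shift underlies the excess of higher families stays open.

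In the part of Supplementary Table S6 held here, 18 genes are listed at 0 in all 11 human samples and have a median above 10 in the other samples. In the small ape libraries, 15 of the 18 (83.3%) had at least 1 TPM in all 14. Against all 1150 other genes of that part, of which 56.3% did, the share was higher (p = 0.0286, Fisher's exact test, two-sided). Against the 726 other genes with a median above 10 outside human, a background taken after the first was seen, 86.5% did (p = 0.724, Fisher's exact test, two-sided). The genes were selected for a median above 10 outside human, so their presence in small apes decides little. By the same selection, 0 genes were found for great ape, small ape or macaque samples. Among the 18, DDX39B, chosen after its values were seen, has in that table a median of 2321 in great ape and 2987 in small ape samples. Reads lost in the processing of the human data and a true difference cannot be told apart from these values, as no other human data were analysed here. In the paper's values of that table, BUB1 was at 1119 ± 294 TPM (SD, n = 11) in human, 1050 ± 274 TPM (SD, n = 18) in great ape, 819 ± 93.6 TPM (SD, n = 3) in small ape and 818 ± 212 TPM (SD, n = 6) in macaque iPSCs. These values are not on the scale of the TPM used elsewhere here. On that other scale, BUB1 was at 167 ± 26.4 TPM (SD, n = 5) in the small ape iPSCs, and DDX39B at 202 to 553 TPM in the 14 libraries.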
